# Electrical stimulation mitigates muscle degradation shift in gene expressions during 12-h mechanical ventilation

**DOI:** 10.1038/s41598-023-47093-w

**Published:** 2023-11-17

**Authors:** Hideki Nakai, Yutaka Hirata, Hidemasa Furue, Yoshitaka Oku

**Keywords:** Respiration, Respiratory signs and symptoms

## Abstract

Ventilator-induced diaphragm dysfunction (VIDD), a dysfunction of the diaphragm muscle caused by prolonged mechanical ventilation (MV), is an important factor that hinders successful weaning from ventilation. We evaluated the effects of electrical stimulation of the diaphragm muscle (pulsed current with off-time intervals) on genetic changes during 12 h of MV (E-V12). Rats were divided into four groups: control, 12-h MV, sham operation, and E-V12 groups. Transcriptome analysis using an RNA microarray revealed that 12-h MV caused upregulation of genes promoting muscle atrophy and downregulation of genes facilitating muscle synthesis, suggesting that 12-h MV is a reasonable method for establishing a VIDD rat model. Of the genes upregulated by 12-h MV, 18 genes were not affected by the sham operation but were downregulated by E-V12. These included genes related to catabolic processes, inflammatory cytokines, and skeletal muscle homeostasis. Of the genes downregulated by 12-h MV, 6 genes were not affected by the sham operation but were upregulated by E-V12. These included genes related to oxygen transport and mitochondrial respiration. These results suggested that 12-h MV shifted gene expression in the diaphragm muscle toward muscle degradation and that electrical stimulation counteracted this shift by suppressing catabolic processes and increasing mitochondrial respiration.

## Introduction

Ventilator-induced diaphragmatic dysfunction (VIDD) is a dysfunction of the diaphragm that is primarily caused by atrophy of the diaphragm muscle and reduced muscle contraction due to prolonged mechanical ventilation (MV)^1^. It is frequently seen in critically ill patients requiring ventilatory management in the intensive care unit (ICU). VIDD is considered an important factor hindering successful ventilator weaning; failure of ventilator weaning leads to prolonged hospitalization and increased mortality^2^.

The diaphragm muscle weakness in VIDD must be distinguished from that caused by ICU-acquired weakness and disuse syndromes. Peripheral muscle weakness caused by ICU-acquired weakness is characterized by the presence of conduction abnormalities on electrophysiological testing^3,4^. Progressive muscle weakness in VIDD is also critically different from disuse syndrome, as systemic inflammation in VIDD affects the protein, cellular, and genetic levels^1,3,5^. The decreases in respiratory airway pressure (AP) and diaphragm mobility during inspiration produced by VIDD are thought to result in decreased spontaneous breathing capacity, leading to prolonged ventilatory management^3,6^.

Various treatment strategies for VIDD have previously been investigated in basic research and clinical settings. In basic research, activation of heat shock proteins (HSPs) by hyperthermia^7,8^, phrenic nerve stimulation^9,10^, and administration of drugs that inhibit the reactive oxygen species (ROS) signaling pathway^11–14^ have shown some efficacy. In clinical practice, the promotion of spontaneous breathing through the use of forced ventilation^15–17^, respiratory muscle training^18^, and diaphragmatic pacing^19^ has been addressed. However, no established treatment strategy exists or is undergoing further validation.

Phrenic nerve stimulation is known to improve mitochondrial oxygen utilization at the cellular level^20^ and promote protein synthesis through activation of peroxisome proliferator-activated receptor-gamma coactivator-1 alpha (PGC-1α) and other transcription factors, which in turn inhibits muscle oxidative metabolism by inflammatory cytokines^21,22^. However, these effects have not been studied in the context of VIDD, and it is necessary to verify whether this method is effective in preventing VIDD. Therefore, we created a VIDD rat model with reduced diaphragm movement due to prolonged mechanical ventilatory management; conducted a pilot study to evaluate whether direct electrical stimulation of the diaphragm muscle (ES) can counteract VIDD by observing genetic changes after prolonged MV, sham operation, and ES; and analyzed the differences in gene expression among the treatment groups.

## Methods

### Animals

The experimental protocol was approved by the animal care and use committee of Hyogo Medical University (No. 23-032A). All procedures performed on animals were in accordance with the regulations for animal experimentation of the Hyogo Medical University; with the Guidelines for Proper Conduct of Animal Experiments, Science Council of Japan; and with the ARRIVE guidelines. Adult male Wistar rats that were 14–16 weeks old and weighed 300–350 g were used in this study. The rats were purchased from Japan SLC Inc. (Shizuoka, Japan) and subsequently raised at the Disease Model Research Center under specific pathogen-free conditions to ensure their microbiological quality for the purpose of pathological model studies.

### Experimental design

Sixteen rats were randomly assigned to four groups (n = 4/group). The first group included nonventilated animals as the control (CON) group, in which the diaphragm was harvested immediately after administration of anesthesia. The second group was the ventilatory management (V12) group, in which tracheostomy was performed under anesthesia and MV was maintained for 12 h. The third group was the sham operation (S-V12) group, in which tracheostomy and midline abdominal incision were performed under anesthesia, electrodes were inserted into the diaphragm, the abdomen was closed with the lead wire remaining, and MV was managed for 12 h but ES was not applied. The fourth group was the ventilatory management and ES (E-V12) group, in which tracheostomy and midline abdominal incision were performed under anesthesia, electrodes were inserted into the diaphragm, the abdomen was closed with the lead wire remaining, continuous ES was performed, and MV was managed for 12 h while monitoring diaphragmatic contraction.

### Animal preparation

Anesthesia was first induced using isoflurane (4.0–5.0%) and then maintained with intraperitoneal urethane injection (1.2–1.5 g/kg, i.p.). If withdrawal reflexes in response to a noxious stimulus (e.g. ear pinch) were observed during the experiment, then a supplemental dose of urethane was administered intraperitoneally (0.16 g/kg) to maintain areflexia. Atropine (80–90 µg/kg) was injected intramuscularly to suppress airway secretions. Tracheostomy and intubation were performed to manage stable MV. Rats were placed on a Harvard rodent ventilator model 683 (Harvard Apparatus, Holliston, MA, USA) and ventilated for 12 h with a tidal volume of 7 ml/kg, a respiratory rate of 110–120 cycles/min, and a minute volume of 770–840 ml/kg/min, without a positive end-expiratory pressure. These ventilator settings were maintained throughout the experiment. During preliminary experiments, it was confirmed that PaO_2_ in the sham operation group and ES group tended to decrease more clearly than in the control group due to laparotomy. Therefore, supplemental oxygen was administered in the sham operation group and ES group. The oxygen flow rate was adjusted so that PaO_2_ at the start of MV did not exceed 200 mmHg to minimize the adverse effect of reactive oxygen species.

An arterial catheter was inserted into the femoral artery, and a thermometer was inserted into the rectum via the anus to measure body temperature. Body temperature was adjusted to 35.5–36.5 °C with a heating pad. During ventilator management, AP, arterial blood pressure (ABP) and body temperature were continuously monitored to ensure suppression of spontaneous breathing and stable circulation. Additional supplemental fluids were not necessary to maintain ABP within a physiological range (ABP of 80 mmHg or higher). Arterial blood gas (ABG) values were measured using an i-STAT Analyzer at the start and end of 12-h MV. After 12 h of mechanical ventilatory management, the diaphragm was isolated, and the tendon center and rib portion were dissected. The tissue surrounding the electrode, which had been inserted into the diaphragm, was removed to prepare a specimen for microarray analysis. At the end of the experiment, the animals were euthanized by whole-heart blood extraction.

### Electrical stimulation

In the present study, ES was administered to rats using an electrical stimulator (SEN-3301, Nihon Kohden, Japan). Square-wave pulse trains (200 Hz) consisting of 10 pulses with a pulse duration of 200 μs were given every 500 ms (duty cycle: 10%, on-time: 50 ms, off-time: 450 ms) to avoid muscle fatigue. Stimulation was given at an intensity of 80–100 μA using an isolator (SS-202 J, Nihon Kohden, Japan). Silver electrodes were inserted into the rib portions on the left and right sides of the diaphragm using hook electrodes, visually confirming the insertion sites from the midline abdominal incision. In the E-V12 group, ES was administered throughout the 12-h period of mechanical ventilatory management.

### Total RNA extraction from the diaphragm

The muscle tissue of the whole diaphragm isolated from rats in each group was minced using fine (iris) scissors in phosphate-buffered saline on ice. The suspension was dispensed to 100 μg of muscle tissue per microtube. After centrifugation of each tube at 11,000×*g* for 5 min at 4 °C, the supernatant was removed and stored in liquid nitrogen until use for ribonucleic acid (RNA) extraction. The minced muscle tissue was resuspended in 500 μl of RNA-Save (Biological Industries, Israel) and kept at 4 °C for 2–4 h for permeabilization. Each tube was then centrifuged at 11,000×*g* for 10 min at 4 °C, and the supernatant was removed. Total RNA was isolated from the minced muscle tissue using a NucleoSpin RNA Kit (Takara, Japan) according to the manufacturer’s instructions. The quality of the purified RNA sample in each group for microarray was evaluated with an Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano Kit (Agilent Technologies, Inc. USA). RNA samples with an RNA integrity number (RIN) > 8.0 and an A260/A280 of approximately 2.0 were used for gene expression analysis.

### Transcriptome analysis

From 250 ng of total RNA in each group, fragmented and biotin-labeled complementary deoxyribonucleic acid (cDNA) samples were synthesized using a Gene Chip WT PLUS Reagent Kit according to the protocol provided with the kit. Gene Chip arrays (Rat Clariom S) were hybridized with biotin-labeled cDNA samples at 45 °C for 16 h (60 rpm) using a Gene Chip Hybridization Oven 645. The arrays were washed and stained with a Gene Chip Fluidics Station 450 and scanned on an Affymetrix Gene Chip Scanner 3000 7G using Command Console Software. The signal values of the Gene Chip array were normalized based on the total intensity of the array using the SST-RMA algorithm implemented in Transcriptome Analysis Console (TAC) v4.0 software (Thermo Fisher Scientific, MA, USA). The raw data and the full data set are registered in the NCBI Gene Expression Omnibus with the accession number GSE244259. Additionally, quality control (QC) for each sample was performed using QC metrics in TAC v4.0. Differentially expressed genes were identified as those with a fold-change ≥ 2.0 and a p value < 0.05 using a parametric t test. We performed multivariate analysis of variance (MANOVA) using R version 4.2.3 to assess whether the CON, V12, S-V12, and E-V12 groups were significantly clustered in the microarray's three-dimensional principal component analysis (PCA) plot data that were analyzed using TAC software.

### Functional enrichment analysis

To determine the statistically significant enrichment of functions in multigene lists (including both upregulated and downregulated gene sets), we used the meta-analysis mode of Metascape (http://metascape.org, accessed on 9 June 2023). The enrichment analysis was performed using the following ontology sources: the gene ontology (GO) Biological Process database and the Kyoto Encyclopedia of Genes and Genomes (KEGG). Statistical significance was assessed using accumulative hypergeometric p values, and terms with a p value < 0.01 were depicted in a heatmap, color-coded by − log10(p value). We set a threshold of 0.3 for the kappa score and considered similarity scores > 0.3. The heatmap visualization facilitated the hierarchical clustering of statistically significant terms into GO terms, thereby highlighting commonly enriched (overlapping) and selectively enriched clusters and pathways across multiple gene lists. This comprehensive approach offered by Metascape enabled a thorough assessment of the molecular features associated with each biological process.

### Statistical analysis

All statistical analyses were conducted using R version 4.2.3. Data are indicated by means and standard deviations. Statistically significant differences (p < 0.05, Fig. 4) among the four groups (CON, V12, S-V12, E-V12) from the PCA plot data of the microarray were confirmed using MANOVA with R version 4.2.3, with each group in the animal experiment having a sample size of 4. Since this sample size also satisfied the minimal requirement of data points (n = 3) to calculate Tukey’s biweight average, we proceeded to conduct microarray analysis using TAC.

Rat body weight, ABP, and ABG were compared using the Kruskal‒Wallis test, followed by post hoc pairwise comparisons using the Mann‒Whitney U test. The p values were adjusted using the Bonferroni correction to control the inflated type I error rate resulting from multiple comparisons. The Wilcoxon signed rank test was used for comparisons of ABG parameter values between the start and end of experiments. P values of < 0.05 were considered to indicate statistical significance.

## Results

### Overall characterization of changes in ABG parameters and gene expression during V12, S-V12, and E-V12

The ABG parameter values at the start and end of 12-h MV during V12, S-V12, and E-V12 are shown in Fig. 1. Although significant differences were observed in the Kruskal‒Wallis test for pH at the start, no significant differences were observed for any ABG parameters at either the start or end of 12-h MV in pairwise comparisons among V12, S-V12, and E-V12 using the Mann‒Whitney *U* test. Comparisons of ABG parameter values between the start and end of 12-h MV also showed no significant differences in the V12, S-V12, and E-V12 groups.

**Figure 1:**
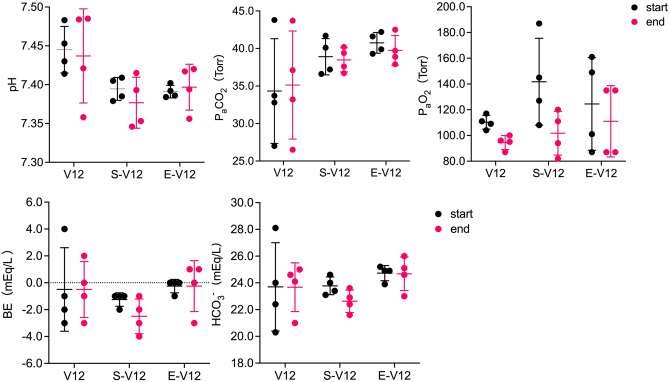
ABG parameter values at the start and end of 12-h MV in the V12, S-V12, and E-V12 groups. ABG parameter values at the start (black bar) and end (pink bar) of 12-h MV in the V12, S-V12, and E-V12 groups are shown. Pairwise comparisons among V12, S-V12, and E-V12 conducted using the Mann‒Whitney *U* test with the Bonferroni correction did not show statistically significant differences for all ABG parameters.

As shown in Fig. 2, the CON, V12, S-V12, and E-V12 groups were significantly clustered in the 3-dimensional PCA plot of the microarray data (Pillai’s trace = 2.4838, approx F = 19.247, df = 3, 36, p = 3.001e-11). 

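Diaphragm RNA from 4 rats per group was hybridized to 16 Clariom S arrays, 1 per rat. The groups were non-ventilated controls (CON), rats ventilated for 12 h (V12), ventilated rats with a sham laparotomy (S-V12) and ventilated rats with the operation and electrical stimulation of the diaphragm (E-V12). By the paper's methods S-V12 and E-V12 rats also received supplemental oxygen, so S-V12/V12 and E-V12/V12 hold the operation and the oxygen together. The CON diaphragms were taken right after anaesthesia was given. V12/CON therefore holds ventilation together with the tracheostomy, 12 h of anaesthesia and the time elapsed. The authors deposited normalized log2 signals, which were used as they stand for 23188 transcript clusters. Per array, 33.0% to 40.9% of the clusters lay above the highest background row, and the number of arrays limits the precision. Changes are log2 differences of plain means with the standard error (SE) of a limma model fitted to all 4 groups, and levels are log2 means with their SD (n = 4 per group). A gene whose arrays in a group all lie below the highest background row is named as such, since its change is read from signals that background also reaches. Counts of changed clusters use the paper's thresholds, a fold of at least 2 and an unadjusted p under 0.05, while a single gene is said to rise or fall only at a Benjamini-Hochberg adjusted p under 0.05. Groups are called separated where every array of one lies beyond every array of the other, which chance gives for 2.86% of clusters. The 37 gene lists were written before the data were examined and tested with camera, first with its preset correlation between genes and then with an estimated one, and each adjusted p covers the 37 lists of a comparison. The paper's results on these arrays were known when the lists were written. Some lists hold genes that the paper selected, such as Kcnj2, Kcnma1, Cav3 and Trim72, and are not independent evidence for these.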

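Along the first principal component, the CON arrays averaged -83.3 ± 1.18 (SD, n = 4), the V12 arrays 1.73 ± 9.67, the S-V12 arrays 42.0 ± 3.78 and the E-V12 arrays 39.6 ± 2.70. This component carried 44.5% of the variance. The second component, with 12.6%, placed V12 at -37.6 ± 5.87, S-V12 at 30.6 ± 1.67 and E-V12 between them at -4.68 ± 9.46. On component 3, with 7.94%, E-V12 lay at -24.4 ± 5.84, below V12 at 21.0 ± 12.4 and S-V12 at 10.5 ± 4.71. The CON arrays spread widely on the last 2 of these components, with SDs of 20.8 and 25.7. Over the 3 components, Pillai's trace was 2.50, with an approximate F of 19.8 on 9 and 36 degrees of freedom. The permutation p was 1e-05, the smallest that 100000 permutations of the group labels can give. From its own test of the components, the paper states that the arrays clustered by group.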

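The metallothionein genes Mt1 and Mt2A, which encode metal-binding stress proteins, rose in V12/CON. Mt1 had a mean log2 signal of 4.84 ± 0.54 in CON (SD, n = 4), below the highest background row of every array, and 18.47 ± 0.46 in V12. Mt2A went from 7.51 ± 0.61 to 19.89 ± 0.02, the highest signal on 3 of the V12 arrays. Trim35, which encodes a ubiquitin ligase, fell by 4.89 ± 0.23 on the log2 scale (SE, n = 4 per group), and P2ry1, a receptor for extracellular ADP, fell by 4.49 ± 0.26. In S-V12/V12, the thrombomodulin gene Thbd rose by 5.08 ± 0.47 (4.49 without V12 replicate 1) and the inflammatory pentraxin gene Ptx3 by 4.07 ± 0.47, from V12 arrays that all lay below the highest background row. In E-V12/S-V12, Tns1, which links actin to focal adhesions, fell by 1.62 ± 0.30, and the ribosomal protein gene Rpl38 rose by 1.60 ± 0.22. All of these genes were separated between the groups compared, with adjusted p from 3.36e-21 to 0.00958 (limma), and the call on Tns1 ended with the methods' t-test with adjusted p (0.0524). Genes picked for the size of their change had to be separated and past the adjusted p, so neither is evidence for them. With limma's unadjusted p, 804 transcript clusters were higher and 1039 lower in V12/CON, and 897 were higher and 556 lower in S-V12/V12 (771 and 680 with quantile normalization, 1050 and 458 with array median centring). Stimulation changed fewer, with 205 higher and 234 lower in E-V12/S-V12 (227 and 176 with quantile normalization, 177 and 268 with array median centring). Of the 205 and 234, 80 of the higher and 176 of the lower clusters carry a gene symbol. All these counts use plain means. With averages by Tukey's biweight, chosen after seeing the data, they were 845 and 1076 in V12/CON, 925 and 631 in S-V12/V12 and 236 and 255 in E-V12/S-V12.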

There were 1921 differentially expressed genes (845 upregulated, 1076 downregulated) in the V12 group (V12/CON), 1556 differentially expressed genes (925 upregulated, 631 downregulated) in the S-V12 group (S-V12/V12), and 491 differentially expressed genes (236 upregulated, 255 downregulated) in the ES group (E-V12/S-V12), as shown in the Venn diagrams (Fig. 3a and b).

**Figure 2:**
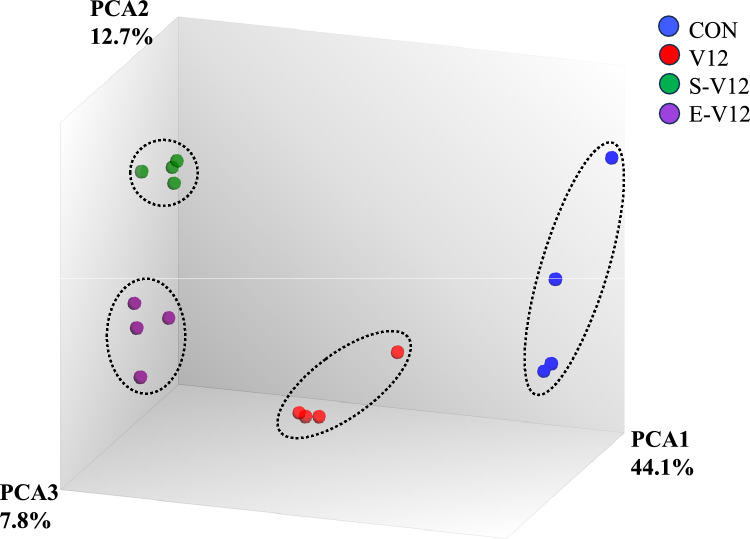
PCA plot of microarray expression data. The figure represents the three principal components (PC1, PC2 and PC3) of the microarray analysis data. Each circle indicates the normalized gene expression of one microarray sample, and the color of the circle indicates the treatment condition. CON, V12, S-V12, and E-V12 samples (n = 4) were significantly clustered based on their respective groups by MANOVA.

**Figure 3:**
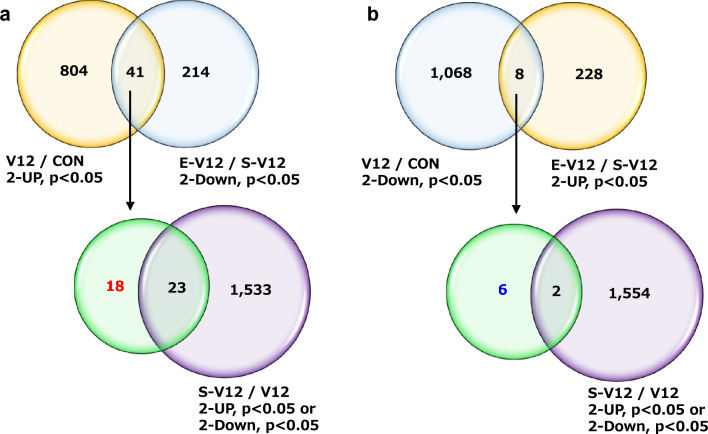
Venn diagram of genes altered by ES among the differentially expressed genes in the diaphragm in the VIDD rat model. (**a**) Out of the 845 upregulated genes in the V12/CON comparison, 41 genes that overlapped with the 255 downregulated genes in E-V12/S-V12 were downregulated by ES. Excluding the overlap with 1556 differentially expressed genes affected by the laparotomy procedure of ES resulted in 18 genes. (**b**) Out of the 1076 downregulated genes in V12/CON, 8 genes that overlapped with the 236 upregulated genes in E-V12/S-V12 were upregulated by ES. Excluding the overlap with 1556 differentially expressed genes affected by the laparotomy procedure of ES resulted in 6 genes.

### Functional annotation and enrichment analysis

We utilized Metascape to conduct annotation and enrichment analyses on multiple gene sets derived from the diaphragm in the VIDD rat model. As shown in the heatmap representations (Fig. 4a), we observed significant functional overlap, with 9 out of the top 20 enriched terms corresponding to the same biological processes present in the 1921 genes (845 upregulated and 1076 downregulated genes) in the V12/CON comparison. Interestingly, for the downregulated genes (1076 genes), we identified five selectively enriched pathways, including "muscle system process" and "striated muscle cell differentiation", both of which are associated with muscle function. In contrast, the upregulated genes (845 genes) did not exhibit significant enrichment in muscle-related GO terms. Instead, we identified seven selectively enriched clusters and pathways, including the "forkhead box protein O1 (FoxO1) signaling pathway", "positive regulation of cytokine production", and the “apoptotic signaling pathway”. 

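The muscle chloride channel gene Clcn1, which sets the excitability of the fibre membrane, fell by 4.17 ± 0.43 on the log2 scale in V12/CON (SE, n = 4 per group). The potassium channel gene Kcnj2 fell by 2.44 ± 0.30, the sodium channel gene Scn4a fell by 1.55 ± 0.25 and the caveolin gene Cav3 fell by 1.26 ± 0.21. The listed genes Adra1a, Atp1b1 and Kcnma1 of Table 1a had log2 changes of -1.89 ± 0.22, -1.43 ± 0.25 and -1.28 ± 0.26, and Adra1a lay below the highest background row on all V12 arrays and on 3 of the CON arrays. CON and V12 were separated for each of these 7 genes (limma, adjusted p from 2.49e-07 to 0.00116). Of 18 measured genes of excitation-contraction coupling and muscle ion channels, 11 were lower and 2 higher, with the same counts when adjusted over the list alone. The count of 2 higher was 1 without any single array other than CON replicate 1. The list lay lower than other genes by camera (adjusted p = 4.62e-05), but adjusted p = 0.334 with an estimated correlation. Markers of smooth muscle and pericytes changed with them: Tagln fell by 2.04 ± 0.34 and Myh11 fell by 1.15 ± 0.27. The calls on both, on Scn4a and on Kcnma1 ended with the methods' t-test with adjusted p (0.0658 to 0.157). Of the 9 such markers, 3 fell, and the marker list did not pass (adjusted p = 0.0534), but passed with array weights (0.0194), with fry (0.0308) and without CON replicate 1 (0.0118), CON replicate 2 (0.0415), V12 replicate 1 (0.0302) or V12 replicate 3 (0.0167).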

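Ankrd1 and Ankrd2, which encode ankyrin repeat proteins of the stretch-sensing I-band, rose in V12/CON by 8.85 ± 0.77 and 5.58 ± 0.36 on the log2 scale (SE, n = 4 per group). The rise of Ankrd1 was 9.95 without CON replicate 4 and 9.74 without V12 replicate 1. The Z-disc gene Csrp3 rose by 2.65 ± 0.37, while Tmod1, which caps thin filaments, fell by 0.95 ± 0.19. Among the myogenic transcription factors, Myf6 rose by 4.38 ± 0.25, Myog by 3.28 ± 0.26 and Myf5 by 3.28 ± 0.34, and the deacetylase gene Hdac9 fell by 2.13 ± 0.31. Musk and Chrna1, genes of the neuromuscular junction that denervation raises, rose by 3.14 ± 0.30 and 2.15 ± 0.30. All 10 genes were separated (limma, adjusted p from 1.71e-11 to 0.00102), and the call on Hdac9 ended with the methods' t-test with adjusted p (0.0509). Of 20 other sarcomere and Z-disc genes, 4 were higher and 2 lower (1 lower without CON replicate 1, V12 replicate 2 or V12 replicate 3), and of 12 myogenic regulators 3 were higher and 3 lower. Of 14 synaptic and denervation-response genes, 4 were higher and 3 lower. These counts did not change when adjusted over the list alone, and camera passed none of these 3 lists, with adjusted p = 0.558, 0.558 and 0.316, while fry passed the last 2 (0.0163 and 0.0217). In the myogenic list the median log2 change was just below 0 and the mean was 0.54, and camera gave the upward direction. Of 12 fast-fibre contractile genes, limma called 0, with 2 at an unadjusted p under 0.05, and of 10 slow-fibre genes 1 was lower (2 without CON replicate 3).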

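Gadd45a, which encodes a growth-arrest protein tied to muscle wasting, rose in V12/CON by 6.90 ± 0.22 on the log2 scale (SE, n = 4 per group), and the ubiquitin ligase gene Cblb rose by 4.96 ± 0.28. The inflammatory transcription factor genes Cebpd and Stat3 rose by 5.97 ± 0.24 and 3.00 ± 0.24, and the receptor genes Il6r and Tnfrsf1a by 2.67 ± 0.24 and 2.02 ± 0.26. The immediate early genes Zfp36 and Junb rose by 6.81 ± 0.39 and 4.92 ± 0.34. Among apoptosis genes, the survival genes Bcl2l1 and Mcl1 rose by 3.79 ± 0.22 and 1.12 ± 0.19. All 10 genes were separated (limma, adjusted p from 4.39e-16 to 2.00e-04). The initiator caspase gene Casp9 was dim, with a mean log2 signal of 5.33 ± 0.29 (SD) in CON and 4.23 ± 0.50 in V12, below the highest background row of every array, as were the CON arrays of Junb. Of 21 measured atrophy genes, 11 were higher and 2 lower (12 and 4 when adjusted over the list alone). Of 37 inflammatory genes 16 were higher and 1 lower (18 and 1 over the list alone), of 27 immediate early genes 13 and 1 (13 and 2), of 20 heat shock genes 12 and 0 (14 and 0) and of 14 glucocorticoid targets 11 and 1 (11 and 2). The lower inflammatory genes were 0 without CON replicates 1 or 4 or V12 replicates 1, 3 or 4, and the lower immediate early genes and glucocorticoid targets were 2 each without V12 replicate 1 or E-V12 replicates 1 or 4. These 5 lists passed camera, with adjusted p from 4.44e-10 to 4.50e-07, and also with an estimated correlation, with adjusted p from 0.0165 to 0.0429. Of 21 apoptosis genes, 3 were higher and 1 lower (5 and 1 over the list alone), and the list did not pass camera (adjusted p = 0.110) but passed with fry (3.70e-04). Macrophage markers rose as well, Mrc1 by 1.77 ± 0.36, Cd163 by 1.76 ± 0.42 and Cd68 by 1.26 ± 0.24 from CON arrays all below the highest background row, with 4 of 15 such markers higher and 1 lower (5 and 1 over the list alone, and 0 lower over all genes without CON replicates 3 or 4 or V12 replicates 2 or 4). The calls on these 3 ended with the methods' t-test with adjusted p (0.0776 to 0.115), and that on Cd163 with CON replicate 1 and V12 replicate 1 both left out (0.0591), a setting chosen after seeing the data. That list passed only without CON replicate 2 (adjusted p = 0.0415) or V12 replicate 4 (0.0177).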

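Errfi1, which encodes an inhibitor of growth factor receptors, rose in V12/CON by 6.06 ± 0.30 on the log2 scale, a fold of 66.8 (SE, n = 4 per group). The transcription factor gene Runx1 rose by 5.49 ± 0.32 and the phosphodiesterase gene Pde4b by 3.49 ± 0.26. The kinase gene Sgk1, a glucocorticoid target, rose by 3.34 ± 0.42, and Smad3, which carries TGF-beta signals, rose by 1.79 ± 0.22. Ncf1, a subunit of the phagocyte NADPH oxidase, fell by 3.31 ± 0.27 on the log2 scale, the glucocorticoid receptor gene Nr3c1 fell by 2.66 ± 0.20 and the kinase gene Prkg1 fell by 1.46 ± 0.18. All 8 genes were separated (limma, adjusted p from 2.12e-12 to 4.94e-06). Of the 25 genes that Table 1a gives as higher, 23 have a named cluster, and all 23 were higher at the adjusted p, with folds from 2.19 to 66.8. Of the 19 that it gives as lower with a fold, 14 have one, and all 14 were lower, with folds from 2.03 to 20.7. Csrp3, which it names among its lower genes without a fold, rose by 2.65 ± 0.37 on the log2 scale (adjusted p = 2.18e-05). The study chose these genes on the same arrays, so the tally is not independent evidence.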

Table 1a shows a list of genes that were duplicated among the significantly enriched GO terms in the V12/CON comparison and the fold changes corresponding to the list of overlapping genes in the microarray.

**Figure 4:**
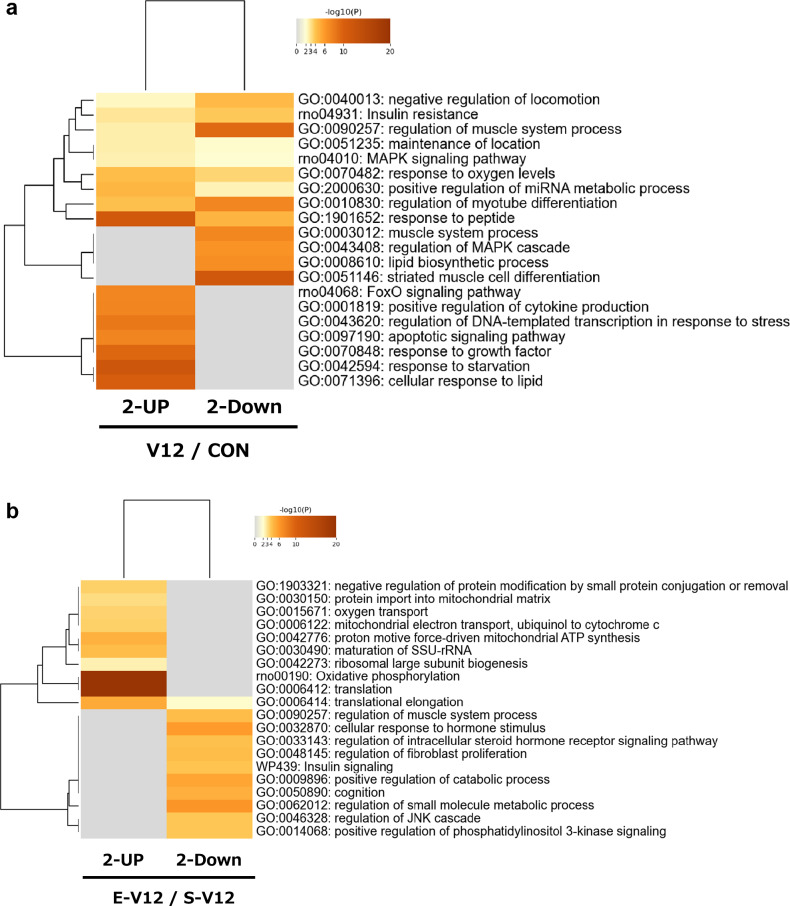

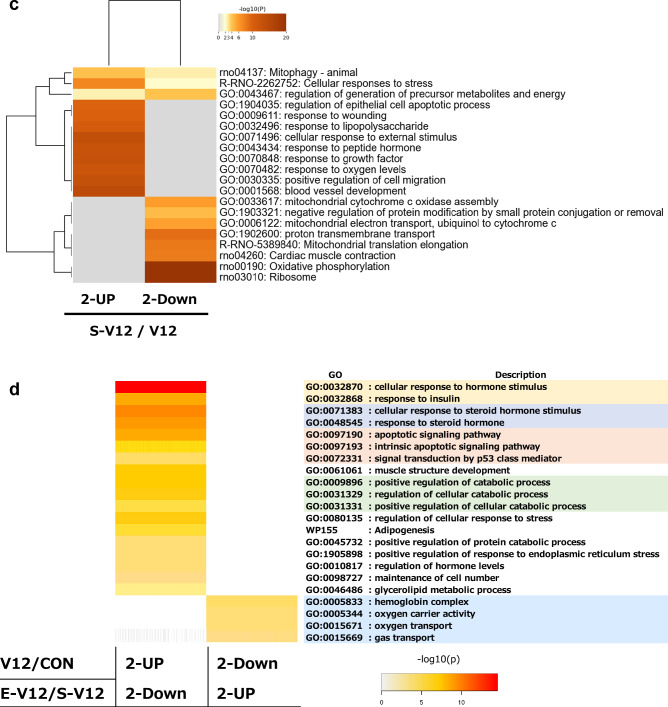
Functional enrichment analysis for genes altered by ES among differentially expressed genes in the diaphragm in the VIDD rat model. Pathway and process enrichment analyses were performed using Metascape (http://metascape.org, accessed on 9 June 2023) for (**a**) the 1921 genes (845 upregulated and 1076 downregulated genes) in V12/CON, (**b**) the 491 genes (236 upregulated and 255 downregulated genes) in E-V12/S-V12, (**c**) the 1556 genes (925 upregulated and 631 downregulated genes) in S-V12/V12, and (**d**) the 18 and 6 genes as illustrated in the Venn diagrams in Fig. 3a and b. The heatmaps display the results of enrichment analysis of all statistically enriched ontology terms (GO biological processes, KEGG pathways, Reactome Gene Sets, WikiPathways), with the color representing the − log10(p value). The thresholds used were a 0.3 kappa score and a similarity score greater than 0.3 (**a**–**c**). Darker shades of orange indicate greater significance for the term, while a gray color indicates a lack of significance. The dendrograms show the closeness of the enriched term clusters, with one per row. The grouped colors represent the clustering of enriched GO terms, and the heatmap visualizes the GO results of Metascape using heatmapper (http://www.heatmapper.ca/expression/) (**d**).

**Table 1:** List of the significantly enriched gene ontology terms corresponding to differences in gene expression.

(a) Regulated genes in V12/CON	GO term	GO term	Gene symbol	
2-UP	rno04068	GO:0071396	Fbxo32, Foxo1, Foxo3, Mapk14, Pik3r1, Sgk1	
	rno04068	GO:0070848	Crebbp, Foxo3, Mapk14, Pik3r1, Sirt1, Smad3, Stat3	
	rno04068	GO:0090257	Fbxo32, Foxo1, Foxo3, Sirt1, Smad3	
	GO:0070848	GO:0090257	Errfi1, Foxo3, Mstn, Myog, Rock2, Runx1, Sirt1, Smad3	
	GO:0071396	GO:0090257	Errfi1, Fbxo32, Foxo1, Foxo3, Mstn, Myog, Pde4b, Pde4d, Rock2, Tnfrsf1a, Trim63, Zc3h12a	
	GO:0042594	GO:0001819	Atf4, Cebpb, Egr1, Rela	
2-Down	GO:0003012	GO:0010830	Cav3, Csrp3, Dmpk, Lmod3, Myod1, Trim72	
	GO:0003012	GO:0090257	Adra1a, Adrb2, Ank2, Atp1b1, Casq2, Kcnj2, Kcnma1, Mef2c, Ncf1, Nr3c1, Pkp2, Ppargc1a, Prkg1, Rgs2	

Regulated genes in V12/CON	Gene symbol	Fold change	p-val	Description
2-UP	Errfi1	75.47	1.0.E-15	ERBB receptor feedback inhibitor 1
	Runx1	55.37	3.5.E-14	Runt-related transcription factor 1
	Foxo1	37.80	4.4.E-14	Forkhead box O1
	Mstn	16.01	4.3.E-11	Myostatin
	Trim63	15.29	7.5.E-13	Tripartite motif containing 63, E3 ubiquitin protein ligase
	Pde4b	11.44	6.4.E-12	Phosphodiesterase 4B, cAMP specific
	Sgk1	10.34	7.6.E-08	Serum/glucocorticoid regulated kinase 1
	Mapk14	9.00	5.6.E-13	Mitogen activated protein kinase 14
	Egr1	8.85	5.0.E-04	Early growth response 1
	Myog	8.73	1.9.E-11	Myogenin
	Stat3	8.28	1.3.E-11	Signal transducer and activator of transcription 3 (acute-phase response factor)
	Pde4d	6.47	3.1.E-08	Phosphodiesterase 4D, cAMP-specific
	Atf4	4.25	1.3.E-10	Activating transcription factor 4
	Sirt1	4.09	9.9.E-10	Sirtuin 1 (Silent mating type information regulation 2, homolog) 1
	Fbxo32	3.62	2.8.E-08	F-box protein 32
	Smad3	3.43	4.1.E-08	SMAD family member 3
	Cebpb	3.25	1.1.E-06	CCAAT/enhancer binding protein (C/EBP), beta
	Rela	3.15	1.4.E-07	v-rel avian reticuloendotheliosis viral oncogene homolog A
	Tnfrsf1a	3.15	8.5.E-08	Tumor necrosis factor receptor superfamily, member 1a
	Zc3h12a	3.13	1.4.E-06	Zinc finger CCCH type containing 12A
	Rock2	2.85	2.5.E-08	Rho-associated coiled-coil containing protein kinase 2
	Pik3r1	2.61	1.2.E-05	Phosphoinositide-3-kinase, regulatory subunit 1 (alpha)
	Foxo3	2.41	1.3.E-04	Forkhead box O3
	Crebbp	2.28	4.0.E-05	CREB binding protein
	Tp53	2.09	8.7.E-06	Tumor protein p53
2-Down	Rgs2	− 2.13	1.9.E-04	Regulator of G-protein signaling 2
	Mef2c	− 2.15	1.4.E-04	Myocyte enhancer factor 2C
	Pkp2	− 2.21	9.2.E-06	Plakophilin 2
	Kcnma1	− 2.25	6.6.E-05	Potassium channel, calcium activated large conductance subfamily M alpha, member 1
	Trim72	− 2.30	9.9.E-06	Tripartite motif containing 72, E3 ubiquitin protein ligase
	Atp1b1	− 2.32	8.8.E-06	ATPase, Na + /K + transporting, beta 1 polypeptide
	Ank2	− 2.34	1.9.E-05	Ankyrin 2
	Dmpk	− 2.47	3.0.E-05	Dystrophia myotonica-protein kinase
	Cav3	− 2.57	4.2.E-06	Caveolin 3
	Myod1	− 2.57	7.6.E-06	Myogenic differentiation 1
	Prkg1	− 2.88	4.9.E-08	Protein kinase, cGMP-dependent, type 1
	Casq2	− 2.96	4.5.E-05	Calsequestrin 2 (cardiac muscle)
	Adra1a	− 3.48	2.3.E-08	Adrenoceptor alpha 1A
	Lmod3	− 4.50	6.8.E-08	Leiomodin 3 (fetal)
	Adrb2	− 4.79	5.4.E-08	Adrenoceptor beta 2, surface
	Kcnj2	− 4.97	5.1.E-08	Potassium channel, inwardly rectifying subfamily J, member 2
	Nr3c1	− 6.56	7.4.E-12	Nuclear receptor subfamily 3, group C, member 1
	Ncf1	− 9.22	2.8.E-11	Neutrophil cytosolic factor 1
	Ppargc1a	− 37.13	1.0.E-09	Peroxisome proliferator-activated receptor gamma, coactivator 1 alpha (PGC1-α)

(b) Regulated genes in E-V12/S-V12	GO term		Gene symbol	
2-UP	GO:0006122	rno00190	Uqcrh, Uqcr10, Uqcrb, Atp5f1e	
	GO:0042776	rno00190	Atp5f1e, Atp5mg, Atp5pf, Atp5pd	
2-Dwon	GO:0009896	GO:0062012	Sox9, Cpt1a, Ldlr, Gpd1, Pink1, Prkn, Mlxipl, Git1	
	GO:0032870	GO:0062012	Ppara, Wdtc1, Pdk2, Ppard, Nr1d1	

Regulated genes in E-V12/S-V12	Gene symbol	Fold change	p-val	Description
2-UP	Atp5f1e	3.34	6.1.E-04	ATP synthase F1 subunit epsilon
	Uqcrb	2.44	2.2.E-05	Ubiquinol-cytochrome c reductase binding protein
	Atp5pd	2.20	5.0.E-04	ATP synthase peripheral stalk subunit d
	Atp5mg	2.13	4.3.E-03	ATP synthase membrane subunit g
	Atp5pf	2.07	1.2.E-03	ATP synthase peripheral stalk subunit F6
	Uqcrh	2.05	2.5.E-03	Ubiquinol-cytochrome c reductase hinge protein
	Uqcr10	2.03	3.0.E-04	Ubiquinol-cytochrome c reductase, complex III subunit X
2-Down	Ppara	− 2.01	1.6.E-02	Peroxisome proliferator activated receptor alpha
	Git1	− 2.06	1.3.E-02	G protein-coupled receptor kinase interacting ArfGAP 1
	Cpt1a	− 2.11	6.3.E-03	Carnitine palmitoyltransferase 1a, liver
	Pdk2	− 2.14	2.1.E-03	Pyruvate dehydrogenase kinase, isozyme 2
	Gpd1	− 2.18	1.2.E-03	Glycerol-3-phosphate dehydrogenase 1 (soluble)
	Pink1	− 2.22	8.4.E-04	PTEN induced putative kinase 1
	Ppard	− 2.22	7.5.E-04	Peroxisome proliferator-activated receptor delta
	Mlxipl	− 2.25	5.4.E-04	MLX interacting protein-like
	Wdtc1	− 2.29	2.4.E-04	WD and tetratricopeptide repeats 1
	Ldlr	− 2.44	1.4.E-04	Low density lipoprotein receptor
	Nr1d1	− 2.60	5.4.E-05	Nuclear receptor subfamily 1, group D, member 1
	Prkn	− 2.72	3.4.E-05	Parkin RBR E3 ubiquitin protein ligase
	Sox9	− 3.07	2.1.E-05	SRY (sex determining region Y)-box 9

(c) Regulated genes in S-V12/V12	GO term			Gene symbol
2-UP	GO:0071496	GO:0070482		Ankrd1, Cdkn1a, Dnm1l, Egr1, Eng, Fos, Foxo3, Hif1a, Hmox1, Insr, Jun, Lcn2, Map3k7, Nfe2l2, Ppara, Ppard, Ppp1r15a, Prkaa1, Serpine1, Sfrp1, Slc2a1, Slc7a5, Srf, Tnfrsf1a
	GO:0032496	GO:0043434		Bcl2l1, Ccl2, Ednrb, Fn1, Fos, Hif1a, Il6r, Jun, Jund, Mapk14, Nr4a1, Serpina3n, Serpine1, Socs3, Xbp1
2-Down	GO:1902600	rno04260	rno00190	Uqcr10, Uqcrh, Uqcrb, Cox5a, Cox5b, Cox8b, Cox6a2, Cox6c

Regulated genes in S-V12/V12	Gene symbol	Fold change	p-val	Description
2-UP	Socs3	41.78	2.8.E-10	Suppressor of cytokine signaling 3
	Egr1	14.00	2.0.E-05	Early growth response 1
	Slc7a5	13.05	4.1.E-10	Solute carrier family 7, member 5
	Serpine1	11.83	1.8.E-10	Serpin peptidase inhibitor, clade e, member 1
	Slc2a1	7.82	2.3.E-09	Solute carrier family 2 (facilitated glucose transporter), member 1
	Serpina3n	7.56	2.0.E-05	Serine (or cysteine) peptidase inhibitor, clade a, member 3n
	Nr4a1	4.81	2.2.E-02	Nuclear receptor subfamily 4, group a, member 1
	Ppard	4.71	4.5.E-07	Peroxisome proliferator-activated receptor delta
	Ankrd1	4.65	7.5.E-04	Ankyrin repeat domain 1
	Fos	4.34	1.4.E-06	FBJ osteosarcoma oncogene
	Fn1	4.23	9.8.E-07	Fibronectin 1
	Bcl2l1	4.21	9.8.E-09	Bcl2-like 1
	Il6r	4.17	1.2.E-08	Interleukin 6 receptor
	Ppp1r15a	4.01	2.2.E-07	Protein phosphatase 1, regulatory subunit 15A
	Prkaa1	3.89	2.8.E-09	Protein kinase, AMP-activated, alpha 1 catalytic subunit
	Tnfrsf1a	3.66	2.1.E-06	Tumor necrosis factor receptor superfamily, member 1a
	Sfrp1	3.53	1.0.E-05	Secreted frizzled-related protein 1
	Ccl2	3.50	2.4.E-03	Chemokine (C–C motif) ligand 2
	Hmox1	3.26	6.3.E-04	Heme oxygenase 1
	Ednrb	3.04	6.8.E-06	Endothelin receptor type B
	Cdkn1a	2.78	1.4.E-04	Cyclin-dependent kinase inhibitor 1A
	Jun	2.68	5.5.E-04	Jun proto-oncogene
	Foxo3	2.48	1.2.E-04	Forkhead box O3
	Insr	2.44	2.2.E-05	Insulin receptor
	Mapk14	2.40	1.7.E-07	Mitogen activated protein kinase 14
	Alpl	2.30	2.4.E-04	Alkaline phosphatase, liver/bone/kidney
	Srf	2.27	1.8.E-03	Serum response factor
	Eng	2.26	3.5.E-04	Endoglin
	Jund	2.26	1.3.E-05	Jun D proto-oncogene
	Map3k7	2.21	4.4.E-05	Mitogen activated protein kinase kinase kinase 7
	Dnm1l	2.16	1.4.E-06	Dynamin 1-like
	Nfe2l2	2.14	2.1.E-05	Nuclear factor, erythroid 2-like 2
	Hif1a	2.14	4.4.E-05	Hypoxia-inducible factor 1, alpha subunit
	Lcn2	2.11	1.6.E-04	Lipocalin 2
	Xbp1	2.09	1.1.E-04	X-box binding protein 1
	Ppara	2.08	4.6.E-03	Peroxisome proliferator activated receptor alpha
2-Down	Cox5a	− 2.02	9.0.E-06	Cytochrome c oxidase subunit 5A
	Uqcrh	− 2.03	6.7.E-04	Ubiquinol-cytochrome c reductase hinge protein
	Cox5b	− 2.13	4.7.E-06	Cytochrome c oxidase subunit 5B
	Cox6c	− 2.15	1.6.E-05	Cytochrome c oxidase subunit 6C
	Cox6a2	− 2.18	7.0.E-07	Cytochrome c oxidase subunit 6A2
	Cox8b	− 2.20	3.4.E-05	Cytochrome c oxidase, subunit viiib
	Uqcr10	− 2.51	2.0.E-06	Ubiquinol-cytochrome c reductase, complex III subunit X
	Uqcrb	− 2.79	1.4.E-06	Ubiquinol-cytochrome c reductase binding protein

Overlapping genes for two GO terms significantly enriched in V12/CON (Fig. 4a, Table 1a), E-V12/S-V12 (Fig. 4b, Table 1b), and S-V12/V12 (Fig. 4c, Table 1c). The corresponding fold change values in the microarray are shown. Significance (p < 0.05) was determined using a parametric *t* test.

In the E-V12/S-V12 comparison, selectively enriched clusters were observed for both the 236 upregulated and 255 downregulated genes (Fig. 4b). For the 236 upregulated genes, biological processes related to oxygen and mitochondria were enriched, including "protein import into mitochondrial matrix", "oxygen transport", and "mitochondrial electron transport (ubiquinol to cytochrome c)". 

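Genes of the respiratory chain rose in E-V12/S-V12: Ndufa1 and Ndufb3 of complex I by 1.46 ± 0.24 and 1.15 ± 0.19 on the log2 scale (SE, n = 4 per group), Uqcrb of complex III by 1.16 ± 0.22 and Cox6c of complex IV by 1.15 ± 0.19. Tomm7, part of the outer-membrane import channel, rose by 1.60 ± 0.24. The cytosolic ribosomal protein genes Rps28 and Rpl30 rose by 1.28 ± 0.22 and 1.26 ± 0.22. These 7 genes were separated (limma, adjusted p from 0.00510 to 0.00909), as was the haemoglobin gene Hba-a1, which rose by 1.94 ± 0.46 (adjusted p = 0.0280). The call on Hba-a1 ended without S-V12 replicate 3 (0.0817), S-V12 replicate 4 (0.0711), E-V12 replicate 3 (0.114) or E-V12 replicate 4 (0.0789), with trend and robust variances (0.0770) and with the methods' t-test with adjusted p (0.157). Of 68 oxidative phosphorylation genes, 24 were higher and 0 lower (43 and 1 when adjusted over the list alone), and of 67 cytosolic ribosomal protein genes 27 and 0 (49 and 0). Both lists passed camera (adjusted p = 7.02e-22 and 6.44e-35), but adjusted p = 0.264 for each with an estimated correlation. The count of 24 was 13, 9 and 9 without S-V12 replicates 1, 2 and 4, and 12, 11 and 8 without E-V12 replicates 1, 2 and 3. For the ribosomal list the count of 27 was 14, 12 and 9 without S-V12 replicates 1, 2 and 4, and 14, 13, 4 and 17 without E-V12 replicates 1 to 4, and 43 without CON replicate 1. Of 20 import genes 3 were higher (4 higher and 1 lower over the list alone, and 1 higher over all genes without any of S-V12 replicates 1, 2 and 4 or E-V12 replicates 1, 2 and 3), with adjusted p = 0.00143 (0.310 with an estimated correlation, 0.0665 with fry). Of 9 haemoglobin chains 2 were higher (5 over the list alone), with adjusted p = 0.00422 (0.287 with an estimated correlation, 0.0665 with fry), and the count of 2 was 0 without S-V12 replicate 3, E-V12 replicate 3 or E-V12 replicate 4 and 1 without S-V12 replicate 4. Of 10 other red blood cell markers limma called 0, with 1 higher and 1 lower at an unadjusted p under 0.05, and 1 passed without CON replicate 2. The poly-A spikes added during labelling averaged 6.99 ± 0.14 (SD) in S-V12 and 5.98 ± 0.19 in E-V12.

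**Figure D1:**
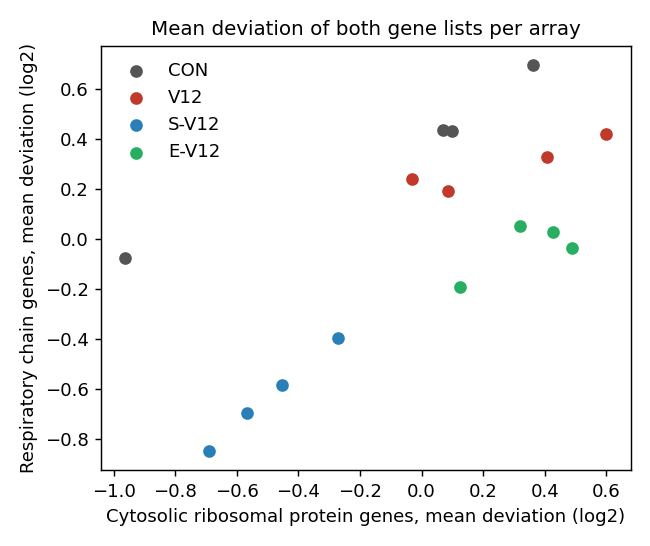
Mean log2 deviation of the cytosolic ribosomal protein genes (horizontal axis) and of the oxidative phosphorylation genes (vertical axis) on each array, 1 point per array, coloured by group. The S-V12 arrays lie lower than the E-V12 arrays on both axes, by 0.84 ± 0.25 and 0.60 ± 0.14 (SE) on average.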

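Mef2d, which encodes a transcription factor of muscle genes, fell by 1.50 ± 0.26 on the log2 scale in E-V12/S-V12 (SE, n = 4 per group). Slc2a4, the insulin-regulated glucose transporter, fell by 1.18 ± 0.21, and the glycogen synthase gene Gys1 fell by 1.08 ± 0.23. Scn4a averaged 11.93 ± 0.23 (log2 signal, SD) in V12 and 12.80 ± 0.14 in S-V12, and fell from there by 1.30 ± 0.25 (SE) to 11.51 ± 0.23 in E-V12. All 4 were separated (limma, adjusted p from 0.00672 to 0.0179). The call on Scn4a ended without E-V12 replicate 3 (adjusted p = 0.0581), and that on Gys1 without S-V12 replicate 4 (0.0558) or E-V12 replicate 3 (0.0848). Of 16 insulin and growth signalling genes, 2 were lower (8 when adjusted over the list alone), with camera's adjusted p = 3.18e-06 but adjusted p = 0.0747 with an estimated correlation. That count of 2 was 5 without CON replicate 1, 0 without E-V12 replicates 3 or 4, and 1 without CON replicate 4, V12 replicates 2 or 4, S-V12 replicates 2, 3 or 4, or E-V12 replicate 2. Of 18 excitation-contraction coupling genes, 3 were lower (8 lower and 1 higher over the list alone, and 1 higher over all genes without CON replicate 1), with adjusted p = 3.22e-04 but adjusted p = 0.287 with an estimated correlation and 0.0657 with fry. The count of 3 was 0 without E-V12 replicate 3 and 1 without S-V12 replicates 1, 2 or 3 or E-V12 replicate 4. The endothelial marker Pecam1 fell by 1.08 ± 0.27 (adjusted p = 0.0322), the 1 of 11 such markers that passed, and its call ended without any one of S-V12 replicates 2 to 4 and E-V12 replicates 1 to 4 (adjusted p from 0.0506 to 0.112), with quantile normalization (0.0531) and with the methods' t-test with adjusted p (0.0894). The endothelial list, with a median log2 change of -0.34, passed camera (adjusted p = 0.00373), but not with an estimated correlation (0.310) or with fry (0.115).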

For the 255 downregulated genes, selective enrichment was found in processes related to muscles and hormones, such as "regulation of muscle system process", "cellular response to hormone stimulus", "regulation of intracellular steroid hormone receptor signaling pathway", and "insulin signaling". Table 1b shows a list of genes that were duplicated among the significantly enriched GO terms in the E-V12/S-V12 comparison and the fold changes corresponding to the list of overlapping genes in the microarray.

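Wdtc1, which encodes an adaptor that curbs fat storage, fell by 1.17 ± 0.22 on the log2 scale in E-V12/S-V12 (SE, n = 4 per group), and the glycerol phosphate dehydrogenase gene Gpd1 fell by 1.07 ± 0.21. Both were separated (limma, adjusted p = 0.00909 and 0.0112). The ATP synthase gene Atp5f1e rose by 1.54 ± 0.39 and was separated, with adjusted p = 0.0346. Its call ended without any one of S-V12 replicates 1 to 4 and E-V12 replicates 1 to 3 (adjusted p from 0.0549 to 0.127), with quantile normalization (0.0528) and with trend and robust variances (0.0683). Of the 7 genes that Table 1b gives as higher, all have a named cluster, 5 passed the adjusted p and 3 passed the fold and p thresholds. Of the 13 that it gives as lower, 10 have one, 7 passed the adjusted p and 8 passed the thresholds. These folds are of plain means. With averages by Tukey's biweight, chosen after seeing the data, all of these genes with a cluster passed the thresholds. Every gene with a cluster moved in the table's direction, but the study chose them on the same arrays, so the tally is not independent evidence.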

In the S-V12/V12 comparison, a total of 1556 genes (925 upregulated and 631 downregulated genes) were analyzed for enrichment (Fig. 4c). For the upregulated genes and downregulated genes, there were 9 and 8 selectively enriched clusters, respectively. 

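Socs3, which is induced by cytokines and dampens JAK-STAT signals, rose by 5.33 ± 0.49 on the log2 scale in S-V12/V12 (SE, n = 4 per group). The immediate early genes Klf6, Maff and Fos rose by 3.14 ± 0.26, 2.05 ± 0.27 and 2.03 ± 0.31. Srxn1, which repairs oxidized peroxiredoxins, rose by 3.56 ± 0.40. The wound-matrix gene Thbs1 rose by 4.60 ± 0.64 (3.76 without S-V12 replicate 1), and Cd44, a receptor for hyaluronan, rose by 2.49 ± 0.33. The survival genes Bcl2l1 and Mcl1 rose by 1.99 ± 0.22 and 1.56 ± 0.19. All 9 were separated (limma, adjusted p from 3.33e-07 to 9.55e-05). Of 27 immediate early genes 17 were higher and 0 lower (22 and 0 when adjusted over the list alone), and of 37 inflammatory genes 18 and 0 (19 and 1), with 1 lower without V12 replicate 1 or S-V12 replicate 4. Both lists passed camera (adjusted p = 2.57e-16 and 2.97e-10) and also with an estimated correlation (0.00756 and 0.0225). Of 17 genes of the NRF2 and oxidative stress list 7 were higher and 1 lower (10 and 2 over the list alone), of 22 extracellular matrix genes 6 and 0 (8 and 2), and of 21 apoptosis genes 5 and 1 (6 and 2). The lower NRF2 genes were 2 without CON replicate 3 or V12 replicate 1, the lower matrix genes 1 without CON replicates 3 or 4, V12 replicates 1 or 2, S-V12 replicate 2 or E-V12 replicate 1, and the lower apoptosis genes 2 without CON replicate 1, V12 replicate 2, S-V12 replicate 2 or E-V12 replicates 2 or 4. These 3 lists passed with the preset correlation (adjusted p = 8.61e-04, 0.0108 and 0.0113) but not with an estimated correlation (0.229, 0.406 and 0.179). The matrix list did not pass without V12 replicate 4 (0.0771), where its median log2 change turned from 0.13 to -0.13, and the median was also below 0 without V12 replicate 2 (-0.01) or S-V12 replicate 2 (-0.07). The higher apoptosis genes were 3 without V12 replicates 1 or 4 or S-V12 replicates 1 or 4. The myeloid markers Lyz2 and Itgam rose by 2.34 ± 0.42 and 1.55 ± 0.26, Itgam from V12 arrays all below the highest background row, among 3 of 15 monocyte and macrophage markers that were higher. That list's adjusted p was 0.00962, but 0.0771 without V12 replicate 4, 0.0627 without S-V12 replicate 2, 0.106 with fry and 0.479 with an estimated correlation.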

The 925 upregulated genes showed enrichment in clusters related to stress, tissue damage, and apoptosis, such as "cellular responses to stress", "regulation of epithelial cell apoptotic process", "response to wounding", and "cellular response to external stimulus". In contrast, the 631 downregulated genes were selectively enriched in clusters related to mitochondrial function and oxidation, including "mitochondrial cytochrome c oxidase assembly" and "mitochondrial translation elongation." 

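Respiratory chain genes fell in S-V12/V12. Uqcr11 of complex III fell by 2.13 ± 0.19 on the log2 scale (SE, n = 4 per group), Ndufb3 of complex I fell by 2.05 ± 0.19 and the ATP synthase gene Atp5mc2 fell by 2.04 ± 0.19. The mitochondrial ribosomal genes Mrpl21 and Mrpl42 changed by -1.50 ± 0.22 and -1.47 ± 0.19. Tomm7 fell by 1.77 ± 0.24, and the cytosolic ribosomal gene Rpl38 fell by 1.96 ± 0.22. All 7 were separated (limma, adjusted p from 4.23e-07 to 7.33e-05). Of 68 oxidative phosphorylation genes 49 were lower and 0 higher (54 and 0 when adjusted over the list alone), of 66 mitochondrial ribosomal protein genes 26 and 1 (30 and 2) and of 67 cytosolic ribosomal protein genes 37 and 0 (48 and 1). The higher mitochondrial ribosomal genes were 2 without CON replicate 1 or V12 replicate 1, and the higher cytosolic ones 1 without V12 replicate 4. The mean log2 changes of these lists were -0.93, -0.49 and -0.76. All 3 passed camera (adjusted p = 2.14e-27, 4.39e-09 and 1.23e-16), but adjusted p = 0.179, 0.277 and 0.382 with an estimated correlation. Of 20 import genes 8 were lower and 1 higher (8 and 1 over the list alone), with adjusted p = 0.00689 (0.430 with an estimated correlation). The higher ones were 0 without V12 replicates 3 or 4 or S-V12 replicates 1, 3 or 4, and the lower ones 4 without V12 replicates 2 or 4, 5 without S-V12 replicates 1 or 2 and 3 without S-V12 replicate 4. Of 30 proteasome genes 12 were lower and 1 higher (16 and 3 over the list alone), with adjusted p = 9.40e-04 (0.344 with an estimated correlation), and the lower ones were 6 without V12 replicate 2 or S-V12 replicate 4. The poly-A spikes added during labelling averaged 6.48 ± 0.37 (SD) in V12 and 6.99 ± 0.14 in S-V12, a difference of 0.51 ± 0.21 (SE), and the negative-control probes averaged 5.55 ± 0.05 (SD) and 5.21 ± 0.06.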

Table 1c shows a list of genes that were duplicated among significantly enriched GO terms in the S-V12/V12 comparison and the fold changes corresponding to the list of overlapping genes in the microarray.

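Slc7a5, which encodes a transporter of large amino acids, rose by 3.86 ± 0.36 on the log2 scale in S-V12/V12 (SE, n = 4 per group). The immediate early gene Egr1 rose by 3.33 ± 0.62 (3.93 without S-V12 replicate 4), the fibronectin gene Fn1 by 2.06 ± 0.31 and the AMP-activated kinase gene Prkaa1 by 2.02 ± 0.21. The muscle isoforms of cytochrome c oxidase fell, Cox8b with a change of -1.31 ± 0.25 and Cox6a2 with -1.13 ± 0.16. All 6 genes were separated (limma, adjusted p from 6.42e-07 to 0.00101), and the call on Egr1 ended with the methods' t-test with adjusted p (0.0767). Of the 36 genes that Table 1c gives as higher, 34 have a named cluster, 33 passed the adjusted p and 32 the fold and p thresholds. All 8 that it gives as lower have one and passed both. With averages by Tukey's biweight in place of plain means, chosen after seeing the data, all 34 higher genes with a cluster passed the thresholds. The tally is not independent evidence, since the study picked these genes from the same arrays.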

### Gene changes related to inflammatory cytokines, stress, and skeletal muscle occurred after 12-h MV, sham operation, and ES

We investigated genes associated with inflammatory cytokines, stress, and skeletal muscle according to the results of enrichment analyses. Table 2 summarizes the genes that were selected from selectively enriched clusters in the 12-h MV (V12/CON), sham operation (S-V12/V12), and ES (E-V12/S-V12) conditions, as shown in Table 1a to c. 

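Foxo1, a transcription factor that drives muscle breakdown, rose from 10.62 ± 0.92 in CON to 16.06 ± 0.26 in V12 (log2 signal, SD, n = 4). This is a log2 change of 5.44 ± 0.32 (SE), or 43.3-fold (limma, adjusted p = 3.31e-11). Ppargc1a, a coactivator of mitochondrial genes, fell from 12.97 ± 0.45 to 8.60 ± 1.34, a log2 change of -4.37 ± 0.43, or 20.7-fold lower (adjusted p = 1.33e-07). The change of Ppargc1a was -5.02 without V12 replicate 1. These folds are of plain means. With averages by Tukey's biweight, chosen after seeing the data, they were 37.8 for Foxo1 and 37.1 lower for Ppargc1a. Both genes were separated between CON and V12.

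**Figure D2:**
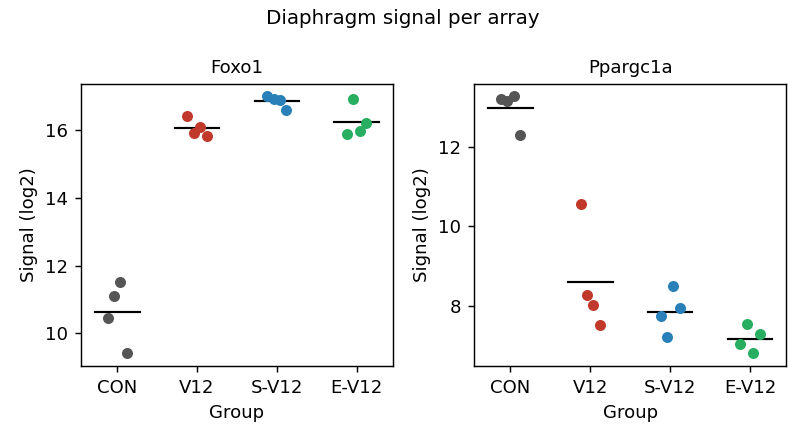
Log2 signal of Foxo1 and Ppargc1a on each of the 16 arrays by group, with 1 point per array and a black line at the mean of the 4 arrays of a group. Foxo1 averages 10.62 in CON and 16.06 in V12, and Ppargc1a 12.97 and 8.60.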

After 12 h of MV management, the expression of FoxO1 was increased by 37.8-fold, and the expression of Ppargc1a (the gene symbol of PGC1-α) was decreased by 37.1-fold. 

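In V12/CON the myostatin gene Mstn, which restrains muscle growth, rose by 4.22 ± 0.35 on the log2 scale (SE, n = 4 per group). The ubiquitin ligase genes Trim63 and Fbxo32, which mark muscle proteins for breakdown, rose by 3.94 ± 0.27 and 1.88 ± 0.22. The stress kinase gene Mapk14 rose by 2.98 ± 0.20 and the transcription factor gene Cebpb by 1.59 ± 0.24. Trim72, needed for membrane repair, fell by 1.27 ± 0.22 and the calcium store gene Casq2 fell by 1.33 ± 0.26. All 7 genes were separated (limma, adjusted p from 2.46e-10 to 8.50e-04), and the call on Casq2 ended with the methods' t-test with adjusted p (0.0737). The myogenic factor gene Myod1 was dim, with a mean log2 signal of 5.66 ± 0.33 (SD) in CON and 4.32 ± 0.26 in V12, below the highest background row of every array.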

Genes associated with muscle atrophy, such as myostatin (Mstn), tripartite motif-containing 63 (Trim63), and f-box protein 32 (Fbxo32), and genes associated with inflammatory cytokines and stress, such as mitogen-activated protein kinase 14 (Mapk14), sirtuin 1 (Sirt1), and CCAAT/enhancer binding protein beta (Cebpb), were upregulated, whereas genes related to muscle synthesis, regeneration, and contraction, such as tripartite motif-containing 72 (Trim72), calsequestrin 2 (Casq2), and myogenic differentiation 1 (Myod1), were downregulated. 

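The signal of Foxo1, the driver of muscle breakdown, changed by 0.79 ± 0.32 on the log2 scale in S-V12/V12 (SE, n = 4 per group), and S-V12 was separated above V12. This change did not pass (limma, adjusted p = 0.103), but passed with limma on the 2 groups compared (0.0107), with the methods' t-test and its adjusted p (0.0294) and without CON replicate 4 (0.0317). In E-V12/S-V12 it was -0.61 ± 0.32 with overlapping arrays (adjusted p = 0.357). Ppargc1a, the coactivator of mitochondrial genes, had overlapping groups in both comparisons, with changes of -0.75 ± 0.43 (adjusted p = 0.283) and -0.68 ± 0.43 (adjusted p = 0.470). In S-V12/V12 the change of Ppargc1a was -0.10 without V12 replicate 1.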

The expression of FoxO1 and PGC1-α, which was particularly changed after 12 h of MV, was altered by no more than twofold by additional sham operation or ES (FoxO1 expression increased by 1.9-fold in the sham operation group and decreased by 1.9-fold in the ES group; PGC1-α expression decreased by 1.1-fold in the sham operation group and by 1.6-fold in the ES group). Sham operation resulted in a 7.8-fold increase in the expression of an energy metabolism-related gene, solute carrier family 2 member 1 (Slc2a1), and twofold increases in the expression of stress response genes, such as forkhead box O3 (FoxO3), Mapk14, and nuclear factor erythroid 2-related factor 2 (Nfe212). 

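Slc2a1, which encodes the basal glucose transporter, rose by 3.19 ± 0.33 on the log2 scale in S-V12/V12, a fold of 9.13 (SE, n = 4 per group). The hexokinase gene Hk2 rose by 1.83 ± 0.26. Mapk14 rose a further 1.50 ± 0.20 above V12, Foxo3, an atrophy-driving transcription factor, rose by 1.27 ± 0.27 and Nfe2l2, the regulator of the antioxidant response, rose by 1.25 ± 0.23. All 5 genes were separated (limma, adjusted p from 1.37e-06 to 0.00248). Of 21 genes of glucose uptake, glycolysis and glycogen, 6 were higher and 2 lower (6 and 3 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.124) but passed with fry (0.0175).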

Of the 4 genes that showed twofold or greater decreases in expression under ES, the gene that showed opposite changes in expression under 12-h MV was peroxisome proliferator-activated receptor delta (Ppard). Ppard expression was increased by 1.7-fold by 12-h MV, increased by 4.7-fold by the sham operation, and decreased by 2.2-fold by ES.

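Ppard encodes a nuclear receptor that regulates fat use in muscle. Its mean log2 signal was 9.45 ± 0.69 (SD, n = 4) in CON, 10.31 ± 0.39 in V12, 12.35 ± 0.13 in S-V12 and 11.28 ± 0.49 in E-V12. It rose by 0.86 ± 0.29 (SE) in V12/CON with overlapping arrays (limma, adjusted p = 0.0451), and by 2.04 ± 0.29 in S-V12/V12, where the groups were separated (adjusted p = 4.51e-05). In E-V12/S-V12 it fell by 1.08 ± 0.29, again separated (adjusted p = 0.0472). The V12/CON call ended without any one of 11 of the 16 arrays, all but CON replicate 1, V12 replicate 2 and E-V12 replicates 1 to 3 (adjusted p from 0.0511 to 0.175), and with array median centring (0.0594), limma on the 2 groups compared (0.0838) and the methods' t-test with adjusted p (0.281). The E-V12/S-V12 call also ended without any one of 11 arrays, all but CON replicates 1 to 3, V12 replicate 4 and E-V12 replicate 2 (0.0510 to 0.175), and with quantile normalization (0.0558) and the methods' t-test with adjusted p (0.0937).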

**Table 2:** List of differentially expressed genes after 12-h MV, sham operation, and ES.

Regulated genes	Gene symbol	Fold change	P-val	Description
V12/CON (12-h MV)	Foxo1	37.80	4.E-14	Forkhead box O1
	Mstn	16.01	4.E-11	Myostatin
	Trim63	15.29	8.E-13	Tripartite motif containing 63, E3 ubiquitin protein ligase
	Mapk14	9.00	6.E-13	Mitogen activated protein kinase 14
	Sirt1	4.09	1.E-09	Protein Sirt1
	Fbxo32	3.62	3.E-08	F-box protein 32
	Cebpb	3.25	1.E-06	CCAAT/enhancer binding protein (C/EBP), beta
	Nfe2l2	2.89	3.E-05	Nuclear factor, erythroid 2-like 2
	Foxo3	2.41	1.E-04	Forkhead box O3
	Slc2a1	2.00	3.E-02	Solute carrier family 2, member 1
	Trim72	− 2.30	1.E-05	Tripartite motif containing 72, E3 ubiquitin protein ligase
	Myod1	− 2.57	8.E-06	Myogenic differentiation 1
	Casq2	− 2.96	5.E-05	Calsequestrin 2
	Ppargc1a	− 37.13	1.E-09	Peroxisome proliferator-activated receptor gamma, coactivator 1 alpha (PGC1-α)
E-V12/S-V12 (electric stimulation)	Ppard	− 2.22	1.E-03	Peroxisome proliferator-activated receptor delta
S-V12/V12 (sham operation)	Slc2a1	7.82	2.E-09	Solute carrier family 2, member 1
	Ppard	4.71	5.E-07	Peroxisome proliferator-activated receptor delta
	Foxo3	2.48	1.E-04	Forkhead box O3
	Mapk14	2.40	2.E-07	Mitogen activated protein kinase 14
	Nfe2l2	2.14	2.E-05	Nuclear factor, erythroid 2-like 2

Cytokine-, stress-, and muscle atrophy-related genes were selected from Table 1a to c. Related genes in the V12/CON, E-V12/S-V12, and S-V12/V12 comparisons were identified with thresholds of a fold-change ≥ 2.0 and a p value < 0.05 using a parametric *t* test.

### Genes for which ES counteracted expression changes during 12-h MV

For the ES group, laparotomy was required to insert electrodes directly into the diaphragm to ensure contraction of the diaphragm muscle. Therefore, the influence of laparotomy was accounted for to identify genes for which ES counteracted expression changes during 12-h MV.

Of the 845 genes whose expression increased by more than twofold in the 12-h MV group and the 255 genes whose expression decreased by more than twofold in the ES group, 41 genes were duplicated. 

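Ubald1, Vamp2, Gpr157 and Slc7a8 rose in V12/CON and fell in E-V12/S-V12. Vamp2, a protein of vesicle fusion, rose by 1.39 ± 0.24 and fell by 1.18 ± 0.24 on the log2 scale (SE, n = 4 per group). Ubald1, a ubiquitin-binding adaptor, rose by 2.76 ± 0.21 and fell by 1.07 ± 0.21, and the receptor gene Gpr157 rose by 2.28 ± 0.28, from CON arrays all below the highest background row, and fell by 1.27 ± 0.28. The amino acid transporter gene Slc7a8 rose by 2.98 ± 0.46 and fell by 1.71 ± 0.46. Their adjusted p ran from 2.08e-09 to 1.91e-04 in V12/CON and from 0.0122 to 0.0475 in E-V12/S-V12 (limma), and all were separated except Slc7a8 in E-V12/S-V12. Klf10, induced by TGF-beta, rose by 2.28 ± 0.37 and then changed by -1.14 ± 0.37 without passing (adjusted p = 0.0966), but passed there with array weights (0.0390) and with limma on the 2 groups compared (0.0273), and its V12/CON call ended with the methods' t-test with adjusted p (0.0723). In E-V12/S-V12 the call on Ubald1 ended without E-V12 replicate 3 (0.0552), and that on Gpr157 without S-V12 replicates 2 or 3 or E-V12 replicates 3 or 4 (0.0500 to 0.0752). The call on Slc7a8 ended without any one of 11 arrays, all but CON replicate 1, V12 replicate 1, S-V12 replicates 1 and 3 and E-V12 replicate 2 (0.0503 to 0.166), with quantile normalization (0.0708), limma on the 2 groups compared (0.0805), trend and robust variances (0.109) and the methods' t-test with adjusted p (0.288), which also ended that on Vamp2 (0.0651). At the paper's thresholds, 35 clusters were higher in V12/CON and lower in E-V12/S-V12, where 8.11 are expected from the sizes of both lists (one-sided Fisher's exact test, p = 3.09e-13). That test treats clusters as independent, so its p overstates the evidence where genes vary together. Other splits of the E-V12 and S-V12 arrays into 4 and 4 gave up to 27 such clusters, counted in the larger direction. Of the 35, 17 were also called in S-V12/V12, 16 of them higher, which left 18. Of these 18, 14 carry a gene symbol, 13 passed the adjusted p in E-V12/S-V12 and 12 were still above CON in E-V12 at the adjusted p. Vamp2 was the 1 below CON there, by 0.72 (limma, adjusted p = 0.0299). Not being called in S-V12/V12 does not mean no change there. Vamp2 fell by 0.93 (adjusted p = 0.00941) and a cluster without a symbol by 0.80 (0.0218), while Ubald1 and Samd4b rose by 0.67 and 0.71 (0.0349 and 0.0107).

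**Figure D3:**
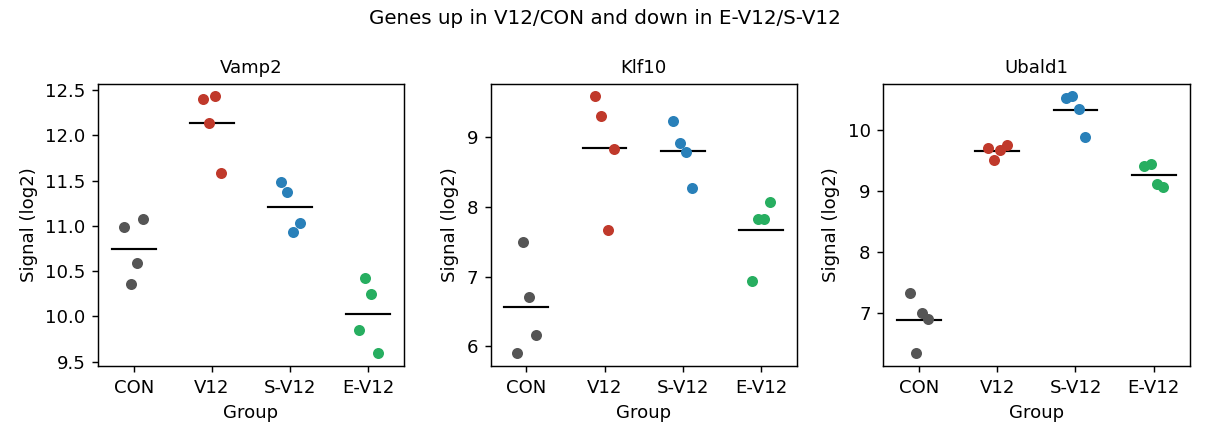
Log2 signal of Vamp2, Klf10 and Ubald1 on each of the 16 arrays by group, with 1 point per array and a black line at the mean of the 4 arrays of a group. Each gene is higher in V12 than in CON and lower in E-V12 than in S-V12, with a last step of -1.18, -1.14 and -1.07.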

The 23 genes that were upregulated or downregulated by more than twofold in the sham operation group were removed, and the remaining 18 genes were extracted as those whose expression was increased by 12-h MV but partially restored by ES (Fig. 3a). Of the 1076 genes that showed a twofold or greater decrease in expression after 12-h MV and the 236 genes that showed a twofold or greater increase in expression after ES, 8 genes were duplicates. The genes whose expression decreased by twofold or greater after the sham operation were removed, after which the number of genes whose downregulation due to 12-h MV was at least partially counteracted by ES was 6 (Fig. 3b). 

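Tceal7, which encodes a transcription elongation factor-like protein, fell by 1.49 ± 0.31 on the log2 scale in V12/CON (SE, n = 4 per group, limma, adjusted p = 0.00161), with separated groups. The haemoglobin beta genes Hbb and Hbb-b1 changed by -1.76 ± 0.57 and -1.31 ± 0.39 with overlapping arrays (adjusted p = 0.0360 and 0.0219). In E-V12/S-V12, Hbb rose by 2.60 ± 0.57 and Hbbl1 by 2.59 ± 0.56, both separated (adjusted p = 0.0190 and 0.0184). Hbb-b1 (1.12 ± 0.39, adjusted p = 0.122) and Tceal7 (1.02 ± 0.31, 0.0808) did not pass there, nor did Hbbl1 in V12/CON (-1.40 ± 0.56, 0.0953). These 4 genes and 2 clusters without a symbol are the 6 that were lower in V12/CON and higher in E-V12/S-V12, where 9.19 are expected (one-sided Fisher's exact test, p = 0.901). All 6 remained after removal of the clusters called in S-V12/V12, and 4 passed the adjusted p in E-V12/S-V12. Without CON replicate 1, the 6 became 13, the unlogged fold of Hbb in V12/CON grew by more than 1.5 times (adjusted p = 3.95e-04) and Hbbl1 passed there (0.00153), and without V12 replicate 4 Tceal7 passed in E-V12/S-V12 (0.0377). With array weights Hbbl1 passed in V12/CON (0.0375) and Tceal7 in E-V12/S-V12 (0.0317), as Tceal7 did with limma on the 2 groups compared (0.0389). In V12/CON the call on Hbb ended without CON replicates 2 to 4 or V12 replicates 3 or 4 (0.0752 to 0.139), and that on Hbb-b1 without CON replicates 2 or 3 or V12 replicate 3 (0.0786 to 0.103). The V12/CON calls on Hbb, Hbb-b1 and Tceal7 ended with the methods' t-test with adjusted p (0.292, 0.217 and 0.104), and that on Hbb also with quantile normalization (0.0561) and with trend and robust variances (0.123). In E-V12/S-V12 the calls on Hbb and Hbbl1 ended without S-V12 replicate 3, E-V12 replicate 3 or E-V12 replicate 4 (0.0532 to 0.0872), with trend and robust variances (0.0670 and 0.0637) and with the methods' t-test with adjusted p (0.0984 and 0.0988).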

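Clusters that moved the same way in V12/CON and E-V12/S-V12 were counted beside those that moved in opposite ways. At the paper's thresholds, 53 clusters were lower in both comparisons, where 10.5 are expected (one-sided Fisher's exact test, p = 5.74e-23), and 33 of these were not called in S-V12/V12. The test treats clusters as independent, and other splits of the E-V12 and S-V12 arrays gave up to 14 such clusters, counted in the larger direction. The count of 53 was 30 without E-V12 replicate 3. Another 7 were higher in both, where 7.11 are expected (one-sided Fisher's exact test, p = 0.570), and this count was 3 without CON replicate 1, 18 without CON replicate 2, 14 without CON replicate 3 or V12 replicate 1, and 4 without S-V12 replicate 4 or E-V12 replicate 3. Of the 101 clusters called in both comparisons, 41 moved in opposite ways and 60 the same way. A dependence of the direction in E-V12/S-V12 on that in V12/CON was not detected (odds ratio 0.569, two-sided Fisher's exact test, p = 0.377). The Scn4a sodium channel gene is among those that fell in both.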

To summarize the Venn diagram analysis, a total of 24 of the genes that were altered by 12-h MV (18 genes upregulated by 12-h MV but downregulated by ES; 6 genes downregulated by 12-h MV but upregulated by ES) were not affected by the sham operation but were affected by ES.

For further analysis, we focused on 1100 genes (including 42 duplicates), consisting of 845 upregulated genes in V12/CON and 255 downregulated genes in E-V12/S-V12 (Fig. 3a), and 1312 genes (including 8 duplicates), consisting of 1076 downregulated genes in V12/CON and 236 upregulated genes in E-V12/S-V12 (Fig. 3b). We analyzed the commonly enriched pathways for the 1100 genes and the 1312 genes. Consequently, 18 and 6 overlapping genes whose expression changes were counteracted by ES in the VIDD rat model were found in the five identified clustering GOs (Fig. 4d). Details of the 24 genes (overlap of 18 and 6 genes) are summarized in Table 3a. For the clustered GOs, the classifications are summarized in Table 3b, with colors representing the clustering of enriched GO terms.

**Table 3:**
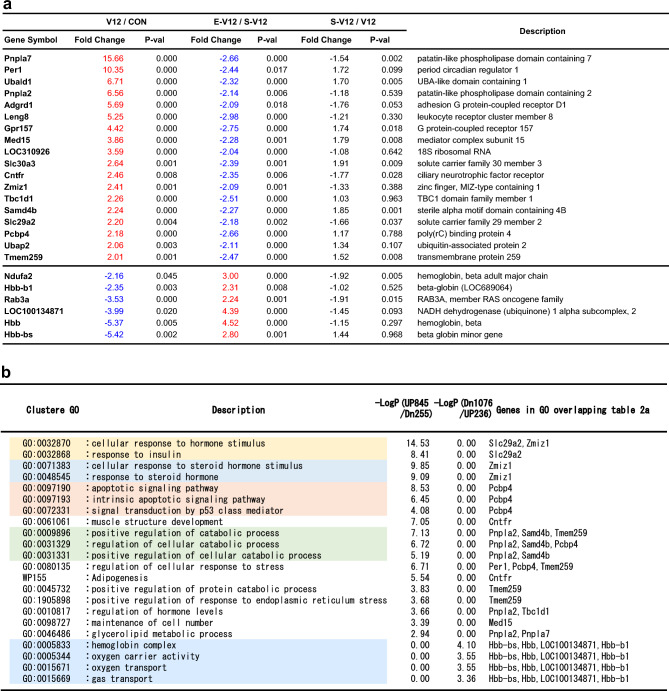
Functional enrichment analysis of genes altered by ES among differentially expressed genes in the diaphragm in the VIDD rat model.

(a) The list shown in Fig. 3a and b consists of two sets of genes: one with 18 overlapping genes, which were upregulated by 12-h MV and downregulated by ES, and the other with 6 overlapping genes, which were downregulated by 12-h MV and upregulated by ES. The two overlapping gene sets were identified with thresholds of a fold-change ≥ 2.0 and a p value < 0.05 using a parametric *t* test. (b) Regarding the functional annotation and enrichment analysis of the 1100 genes (845 upregulated genes in V12/CON and 255 downregulated genes in E-V12/S-V12) and the 1312 genes (1076 downregulated genes in V12/CON and 236 upregulated genes in E-V12/S-V12), the overlapping genes for the clustered GO terms in the heatmap are found in the gene lists presented in Table 3a.

Among the genes included in the selectively enriched GO terms, the gene associated with stress was periodic circadian clock 1 (Per1), those associated with cytokines were ciliary neurotrophic factor receptor (Cntfr) and Per1, and those associated with skeletal muscle were Cntfr and patatin-like phospholipase domain-containing 7 (Pnpla7). 

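Per1, a repressor of the circadian clock, rose by 2.62 ± 0.47 on the log2 scale in V12/CON with overlapping arrays (SE, n = 4 per group, limma, adjusted p = 3.00e-04), and by 3.39 without CON replicate 1. Cntfr, the receptor for ciliary neurotrophic factor, rose by 1.36 ± 0.46, also with overlap (adjusted p = 0.0484). Pnpla7, a lysophospholipase, rose by 3.12 ± 0.29 with separated groups (adjusted p = 6.90e-08). In E-V12/S-V12 the groups of all 3 genes were separated but none passed: Per1 changed by -1.21 ± 0.47 (adjusted p = 0.178), Cntfr by -1.42 ± 0.46 (0.100) and Pnpla7 by -0.75 ± 0.29 (0.187). Per1 passed there without CON replicate 1 (0.00596), and Cntfr without V12 replicate 1 (0.0381). With limma on the 2 groups compared Per1 (0.00875), Cntfr (0.0197) and Pnpla7 (0.0331) passed there, and with array weights Per1 (0.0374) and Cntfr (0.0292). The V12/CON call on Cntfr ended without any one of 11 arrays, all but CON replicate 1, V12 replicates 3 and 4 and S-V12 replicates 3 and 4 (from 0.0508, and highest without V12 replicate 1), and with quantile normalization (0.0530), array median centring (0.0614), limma on the 2 groups compared (0.0871), trend and robust variances (0.121) and the methods' t-test with adjusted p (0.366), which also ended that on Per1 (0.128). At an unadjusted p under 0.05 limma calls all 3 in E-V12/S-V12.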

Other changes in gene expression were observed for genes associated with the apoptotic signaling pathway, catabolic process, hormones, and muscle. The six genes that were downregulated by 12-h MV and upregulated by ES were related to internal respiration (mitochondrial respiration and oxygen transport). The gene related to mitochondrial respiration was NADH:ubiquinone oxidoreductase subunit A2 (Ndufa2), and the genes related to oxygen transport were hemoglobin genes.

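Ndufa2, a subunit of complex I, rose by 1.62 ± 0.31 on the log2 scale in E-V12/S-V12 with separated groups (SE, n = 4 per group, limma, adjusted p = 0.0106). In V12/CON it changed by -0.66 ± 0.31 with overlapping arrays and did not pass (adjusted p = 0.170), unless CON replicate 1 was left out (0.00107). The haemoglobin gene Hbb-bs fell by 1.19 ± 0.29 in V12/CON with overlapping arrays (adjusted p = 0.00584), to V12 arrays all below the highest background row, and this call ended with the methods' t-test with adjusted p (0.159). In E-V12/S-V12 it changed by 0.74 ± 0.29 and did not pass (adjusted p = 0.190), unless CON replicate 1 was left out (0.0426). Of 68 oxidative phosphorylation genes, 9 were lower and 2 higher in V12/CON (11 and 3 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.361) unless CON replicate 1 was left out (0.00478). The count of 9 was 14 without CON replicate 1, 2 without CON replicate 2 or V12 replicate 3, 3 without V12 replicate 1 and 4 without CON replicate 4 or V12 replicate 2. The count of 2 was 6 without CON replicate 2, and 1 without CON replicates 1, 3 or 4, V12 replicates 1 or 4, S-V12 replicates 2 or 3, or E-V12 replicates 1 to 3. Of 9 haemoglobin chains 3 were lower (3 over the list alone), and 1 without CON replicates 2 or 3 or V12 replicate 3, and that list did not pass (adjusted p = 0.295). Of 10 other red blood cell markers 1 was lower and 0 higher (2 and 1 over the list alone), with 3 lower and 1 higher at an unadjusted p under 0.05 and a median log2 change of -0.19. The lower ones were 2 without CON replicate 1, V12 replicate 3 or E-V12 replicate 2, and 1 was higher without CON replicate 3. This list did not pass camera (adjusted p = 0.336) but passed with fry (0.00930).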

## Discussion

This is the first study to examine the effects of ES during prolonged MV using genetic analysis of the diaphragm muscle. Although there have been numerous studies related to ES-induced effects on muscle atrophy^21,23,24^, no study has analyzed the genetic changes caused by ES during prolonged MV. 

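Inflammatory and stress genes were raised in E-V12/V12, a comparison that holds the operation and the supplemental oxygen together with the stimulation. There, 14 of 37 inflammatory genes were higher (18 when adjusted over the list alone), as were 14 of 27 immediate early genes (17). Both lists passed camera (adjusted p = 3.14e-11 and 2.46e-11) and passed with an estimated correlation (0.0148 for each). Neutrophil markers lay higher as well (median log2 change 0.33, adjusted p = 0.0292), but adjusted p = 0.170 without E-V12 replicate 1, 0.0635 with array weights, 0.0531 with limma on the 2 groups compared, 0.167 with fry and 0.704 with an estimated correlation. The macrophage marker list did not pass (adjusted p = 0.0643), but passed without V12 replicate 1 (0.00434), V12 replicate 3 (0.0248) or E-V12 replicate 2 (0.00992), with array weights (0.0318) and with limma on the 2 groups compared (0.0471). Of 17 genes of the NRF2 and oxidative stress list 10 were higher (10), with adjusted p = 4.42e-07 (0.0620 with an estimated correlation), and 6 without V12 replicate 2 or E-V12 replicate 4. Of 68 oxidative phosphorylation genes 15 were lower (20), with adjusted p = 5.41e-07 (0.704 with an estimated correlation, 0.0916 with fry). At the paper's thresholds 543 clusters were higher and 373 lower in E-V12/V12. In E-V12/S-V12, limma called 0 of the 37 inflammatory genes, with 2 higher and 7 lower at an unadjusted p under 0.05 (1 passed as lower without CON replicate 1), and the list did not pass camera (adjusted p = 0.330).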

The main findings of the present study are that 12-h MV is reasonable for establishing a VIDD rat model and that ES favorably affects genes related to inflammatory cytokines, skeletal muscle, and internal respiration (oxygen transport and mitochondrial respiration) during prolonged MV.

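Besides Ppargc1a, the related coactivator genes Perm1 and Ppargc1b and the nuclear receptor gene Esrrg, which act with it on mitochondrial genes, fell in V12/CON. Esrrg fell by 3.26 ± 0.24 on the log2 scale (SE, n = 4 per group), Perm1 fell by 3.21 ± 0.25 and Ppargc1b fell by 2.75 ± 0.27, while Pprc1 of the same family rose by 1.49 ± 0.23. The autophagy gene Map1lc3b rose by 1.83 ± 0.22, the lysosomal protease gene Ctsl by 2.22 ± 0.24 and the proteasome gene Psmd8 by 1.56 ± 0.24. All 7 genes were separated (limma, adjusted p from 1.45e-09 to 6.40e-05). Of 17 regulators of mitochondrial biogenesis, 6 were lower and 2 higher (6 and 3 when adjusted over the list alone), with camera's adjusted p = 0.0107 but adjusted p = 0.391 with an estimated correlation. The count of 2 higher was 1 without any one of 12 arrays, all but CON replicates 1 and 2, S-V12 replicate 4 and E-V12 replicate 4. Of 28 autophagy and lysosome genes 8 were higher and 2 lower (11 and 3 over the list alone), and of 30 proteasome genes 6 and 1 (6 and 1). The lower autophagy genes were 1 without CON replicate 1, any V12 array, S-V12 replicates 3 or 4 or E-V12 replicates 1 to 3, and the lower proteasome genes 2 without CON replicate 1. The autophagy list did not pass (adjusted p = 0.0681), but passed with quantile normalization (0.0272), with fry (0.00138) and without CON replicate 1 (0.0213) or V12 replicate 3 (0.0171). The proteasome list did not pass (adjusted p = 0.0693), but passed with quantile normalization (0.0272), with fry (0.0419) and without CON replicate 2 (0.0415), CON replicate 3 (0.0389), CON replicate 4 (0.0437) or V12 replicate 3 (0.0188).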

Our study showed that 12 h of MV caused activation of forkhead box O (FoxO) signaling and suppression of PGC1-α. In addition, muscle atrophy genes (Mstn, Trim63, Fbxo3) and inflammatory cytokine and stress genes (Mapk14, Sirt1, Cebpb) were upregulated, while skeletal muscle regeneration and repair genes (Trim72, Casq2, Myod1) were downregulated. Previous studies have shown that 12-h MV causes diaphragmatic muscle atrophy, resulting in decreased ventilatory capacity due to reduced muscle strength and fiber loss^1,25^. MV induces significant muscle weakness and loss of muscle fibers within 12 h in rats and within 2 days in humans^1^. FoxO-family transcription factors play critical roles in the loss of muscle mass^26^. For example, transgenic mice specifically overexpressing FoxO1 in skeletal muscle have reduced skeletal muscle mass^27^. Furthermore, FoxO1 regulates the expression of myostatin and contributes to the control of muscle cell growth and differentiation^28^. When FoxO3 is activated, it induces the expression of ubiquitin ligases associated with atrophy (e.g. those known for acting as signals for proteasome-dependent degradation of target proteins), leading to a significant decrease in muscle mass. PGC-1α protects skeletal muscle from atrophy by suppressing FoxO3 action and atrophy-specific gene transcription^29^. On the other hand, FoxO1 may interact with PGC-1α to inhibit certain functions of PGC-1α, inhibiting the expression of slow-fiber genes^30^. The 12-h MV in the present study caused results compatible with those reported in previous studies, suggesting that our model is a reasonable VIDD rat model.

In our study, 12-h MV resulted in the upregulation of genes related to inflammatory cytokines and stress and the downregulation of genes controlling skeletal muscle homeostasis (regeneration and repair), in addition to an increase in muscle degradation and a decrease in muscle synthesis. These changes in gene expression may have been closely related. The mechanism of VIDD is thought to involve (1) an increase in ROS accumulation in mitochondria, which induces apoptosis via the oxidative effect on proteins, and (2) the effect of transcription factor-induced gene activity on the progression of atrophy, which leads to protein degradation in the diaphragm muscle^1^. Moreover, it has been reported that prolonged MV increases the levels of inflammatory cytokines by activating the nuclear factor-kappaB (Nf-kB) pathway in diaphragm tissue^31^. The increases in inflammatory cytokine levels promote muscle degradation and inhibit synthesis^32^.

In this study, a laparotomy was performed to apply ES, and electrodes were inserted directly into the diaphragm. Therefore, it was necessary to distinguish between ES-induced genetic changes and those caused by the operation. Sham operation increased energy metabolism gene (Slc2a1) and stress gene (FoxO3, Mapk14, Nfe212) expression. The results indicate that invasive laparotomy increases metabolism and stress and may also affect muscle structure.

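Thbd, Ptx3 and Socs3 are among the genes that rose in S-V12/V12. Of the clusters higher there, 421 (46.9%) were also higher in E-V12/V12, where the size of both lists gives 21.0 (2.34%). Of those lower there, 155 (27.9%) were also lower in E-V12/V12, against 8.94 (1.61%). Both comparisons use the V12 arrays, which alone gave shares of 14.1% and 15.1% in 100 simulations of unchanged groups with clusters that varied independently. With the 4 V12 arrays split so that each comparison used its own 2, the shares were 34.3% to 43.8% for higher and 15.2% to 23.4% for lower clusters.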

We identified 18 genes that showed twofold or greater increases in expression during 12 h of ventilatory management, were unaffected by the sham operation, and showed twofold or greater decreases in expression during ES. These included genes associated with catabolic processes, inflammatory cytokines, stress, and skeletal muscle (energy metabolism). Of note, among the genes associated with three enriched GO terms related to catabolic processes, Pnpla2, Samd4b, Tmem259, and Pcbp4 were upregulated by 12-h MV and downregulated by ES. 

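Pnpla2, the triglyceride lipase of muscle and fat, rose by 2.30 ± 0.34 on the log2 scale in V12/CON (SE, n = 4 per group). Pcbp4, an RNA-binding protein, rose by 1.24 ± 0.29, Samd4b, a translational repressor, rose by 1.20 ± 0.18 from CON arrays all below the highest background row, and Tmem259, a membrane protein of the endoplasmic reticulum, rose by 0.86 ± 0.21. All 4 were separated in V12/CON (limma, adjusted p from 3.90e-05 to 0.00627). In E-V12/S-V12, Tmem259 fell by 1.37 ± 0.21, Pcbp4 fell by 1.19 ± 0.29 and Samd4b fell by 1.04 ± 0.18 (adjusted p = 0.00510, 0.0296 and 0.00704). Pnpla2 changed by -1.21 ± 0.34 and did not pass (adjusted p = 0.0594). All 4 were separated there too. Pnpla2 passed when 1 of CON replicates 1, 2 or 4 was left out (down to 0.0139), with limma on the 2 groups compared (0.0110), array weights (0.0274), array median centring (0.0493) and the lowest 25% of mean signal left out (0.0500), and the call on Pcbp4 ended without S-V12 replicates 1, 2 or 3 or E-V12 replicates 1, 3 or 4 (0.0601 to 0.113) and with the methods' t-test with adjusted p (0.0578). That test also ended the V12/CON calls on Pnpla2 (0.0623), Tmem259 (0.105) and Pcbp4 (0.149).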

Pnpla7, the gene whose expression was most altered by 12-h MV, regulates skeletal muscle energy metabolism by inversely correlating with insulin^33^. Therefore, ES might counteract the catabolic process caused by 12-h MV.

We identified six genes that showed decreases in expression of more than twofold after 12 h of ventilatory management and increases of more than twofold after ES. These included genes associated with internal respiration (mitochondrial respiration and oxygen transport-related genes). It has been reported that ES may protect mitochondrial function during MV by contributing to skeletal muscle homeostasis^21^. Martin et al.^20^ reported that ES of the diaphragm during surgery in human subjects improved mitochondrial respiration by maintaining diaphragmatic contraction. Tanaka et al.^22^ showed that ES influenced mitochondria and suppressed the oxidative metabolism of muscles caused by inflammatory cytokines. Suppression of oxidative metabolism in muscles leads to reduced inflammation and damage, muscle recovery, maintenance, and growth^32^. The activation of Ndufa2 is influenced by the decreases in inflammatory cytokine levels caused by ES, leading to improvement in mitochondrial respiration^22,34^. Thus, ES during MV might protect mitochondrial respiration and prevent increases in inflammatory cytokine levels^21,22^. Increased inflammatory cytokine levels due to long-term MV have been reported to lead to serious respiratory complications, such as acute respiratory distress syndrome (ARDS) and ventilator-induced lung injury (VILI)^35,36^. Preventing increases in the levels of inflammatory cytokines is therefore of great clinical significance.

In the present study, ES increased the expression of the hemoglobin gene, which encodes a member of the oxygen transport system, in addition to mitochondrial respiration. Hemoglobin is very well known for its role in oxygen transport, but it also plays a role in inhibiting increases in nitric oxide levels in the alveolar epithelium^37^. The relationship among hemoglobin, the lungs, and muscle tissue remains to be clarified, and further investigation is needed to determine the pathways affected by ES.

We identified genes that were not upregulated by more than twofold by 12 h of MV but were downregulated by more than twofold by ES. Among them, Ppard is a gene that encodes a protein known as a transcription factor that plays important roles in inflammatory cytokines, stress, and muscle function. McClung et al.^11^ reported that 12 h of MV significantly reduced slow muscle fibers, a type 1 fiber closely related to mitochondrial respiration. Thus, continuous stimulation with ES may prevent type 1 fibers from undergoing atrophy. However, previous studies in humans have shown that MV for more than 18 h causes muscle atrophy in both type I and type II fibers^38^ and that ES recruits motor units in a nonselective, spatially fixed, and temporally synchronous pattern, which contributes to greater muscle fatigue than that occurring with voluntary actions^39^. This will need to be considered when applying ES in clinical settings. In this study, Ppard, whose expression was not increased by more than twofold during 12-h MV, was found to be upregulated by 4.7-fold in the sham operation group and downregulated by 2.2-fold in the ES group. Therefore, changes in Ppard gene expression might have attenuated the increases in inflammatory cytokine levels induced by the sham operation.

In the present study, upregulation of muscle atrophy genes and suppression of muscle synthesis genes were observed during 12-h MV, but neither had a magnitude greater than twofold under ES. 

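Cdkn1a, which encodes a cell-cycle inhibitor that rises in wasting muscle, fell by 1.19 ± 0.29 on the log2 scale in E-V12/S-V12 with separated groups (SE, n = 4 per group, limma, adjusted p = 0.0293). Its call ended without any one of the 8 arrays compared (adjusted p from 0.0519 to 0.0915). Mstn, Trim63 and Fbxo32 had overlapping groups, with changes of 0.19 ± 0.35, 0.06 ± 0.27 and -0.65 ± 0.22 (adjusted p = 0.849, 0.944 and 0.122). Of the 21 measured atrophy genes, Cdkn1a was the 1 that was lower, and limma called 0 higher, with 2 higher and 4 lower at an unadjusted p under 0.05 (1 passed as higher without CON replicates 1 or 2). Adjusted over the list alone, 1 was higher and 1 lower. The list did not pass camera (adjusted p = 0.177), with a median log2 change of -0.13, unless E-V12 replicate 2 was left out (0.0327).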

FoxO1 showed a − 1.9-fold decreasing trend with ES, but PGC1-α showed no genetic changes antagonistic to those under 12-h MV. ES has been shown to activate the PGC1-α pathway of muscle synthesis proteins, preventing muscle protein degradation and maintaining muscle thickness to protect against immobilization-induced muscle atrophy^21^. Luo et al.^17^ suggested that even slight diaphragm muscle contractions during MV can protect against VIDD. The negative results in the present study may have been due to an insufficient number of samples.

There were several limitations of the present study. First, this was a pilot study with a small sample size. Furthermore, the results of this study were based on microarray gene analysis and not on observations of changes in proteins, muscle contractility, or muscle fibers. Further studies are needed to confirm whether ES reduces inflammatory cytokine levels, improves mitochondrial respiration, and counteracts skeletal muscle degradation. The mechanisms of VIDD in clinical settings are diverse and involve a complex interplay of various factors. Underlying conditions requiring MV, hyperglycemia, medication regimens, metabolic stress, coexisting illnesses, and imbalances in protein metabolism all have the potential to contribute to VIDD. Therefore, importantly, a broader understanding of these factors is needed to ensure the safer and more appropriate use of ES as a therapeutic approach for these patients in the future.

In conclusion, 12 h of MV shifts gene expression in the diaphragm muscle toward muscle degradation, and ES may counteract this shift by suppressing catabolic processes and improving mitochondrial respiration.

## Data Availability

All data obtained from the protocols and genetic analyses developed in this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

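Diaphragm RNA of 16 rats was measured on Clariom S arrays, 1 array per rat, in 4 groups of 4: CON, V12, S-V12 and E-V12. The authors deposited log2 signals per transcript cluster, which they made by SST-RMA normalization in Transcriptome Analysis Console 4.0; the version of RMA is not given in the sources used here. The values run from 1.76 to 19.9 and are not centred per gene. They were used without further normalization. Of 24834 table entries, 1646 are control probe sets and were kept out of all tests, which left 23188 clusters. Of these, 15049 carry 1 gene symbol, 0 carry several and 8139 carry none. They stand for 15037 symbols, of which 10 have several clusters; the cluster of highest mean signal stood for a symbol wherever a gene or a list was reported. Array medians lay between 5.57 and 5.73, and the share of clusters above the highest background entry of an array was given with the data. The number of arrays limits the precision.

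Groups were compared with limma 3.58.1 in R 4.3.3, in 1 model of the 4 group means over all clusters with empirical Bayes variances and two-sided p-values, adjusted by Benjamini and Hochberg over the clusters of a comparison. The comparisons were V12/CON, S-V12/V12, E-V12/S-V12, E-V12/V12, S-V12/CON and E-V12/CON. Counts and overlaps used the paper's thresholds, and single genes an adjusted p under 0.05. Overlaps were tested with one-sided Fisher's exact tests, which treat clusters as independent. Overlaps of comparisons that share arrays were set beside 100 simulations of unchanged groups and beside comparisons in which each used its own arrays of the shared group. In those simulations clusters varied independently, so a simulated range can be too narrow where genes vary together. Principal components were computed on centred clusters, and group separation was tested with Pillai's trace and 100000 permutations of the group labels.

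Gene lists were tested with camera on the same model with its preset correlation of 0.01, and then with an estimated correlation and with fry. The 37 lists were: ubiquitin ligases and regulators of muscle atrophy, proteasome, autophagy and lysosome, inflammatory signalling, immediate early response, apoptosis, slow-fibre and fast-fibre contractile proteins, other sarcomere and Z-disc proteins, excitation-contraction coupling and ion channels, myogenic regulators, synaptic and denervation-response genes, oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, mitochondrial import, PGC-1 and mitochondrial biogenesis, fatty acid oxidation and PPAR targets, glucose metabolism, insulin and growth signalling, hypoxia, NRF2 and oxidative stress, heat shock and unfolded protein response, circadian clock, glucocorticoid targets, extracellular matrix and wounding, haemoglobin chains, and markers of red blood cells, neutrophils, monocytes and macrophages, endothelium, fibroblasts, mesothelium, adipocytes, smooth muscle and pericytes, Schwann cells and liver.

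The rule for named genes had 4 parts: every gene the paper names; per main comparison the 8 highest and the 8 lowest log2 changes among clusters with 1 symbol, an adjusted p under 0.05 and separated groups (placeholder symbols left out); up to 4 members per list and comparison with the smallest adjusted p under 0.05; and every cluster in the counteracted overlaps. It gave 348 genes. The genes printed are a selection from these, made with their values in view, and the values in the paper's tables had been seen when the rule was written. Genes of the paper that no named cluster stands for were not analysed here.

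The alternatives were an adjusted p with a fold of 2, a fold of 1.5, the methods' t-test with and without adjustment, limma on the 2 groups compared, array weights, empirical Bayes variances with trend and robust fitting, the lowest 25% of mean signal left out, array median centring, quantile normalization, 1 cluster per symbol, a replicate block, each array left out, and other settings of the principal components (1000 most variable clusters, 2 components, unit variance). Averages by Tukey's biweight (constant 5), and CON replicate 1 and V12 replicate 1 both left out, were added later. Each comparison was also repeated over the 35 splits of its 8 arrays into 4 and 4. The model was tested on simulated data: of 100 clusters given a log2 change of 1, 51% to 60% passed the adjusted p, and of 100 given a change of 2, 97% to 98%, with 7 to 16 false calls among 23188 clusters and 0 unplanted lists passing. The simulated clusters varied independently of one another. The 0 lists therefore says nothing of list tests on real arrays, where genes vary together. There, splits other than the real one gave a median of 8 to 10.5 passing lists, by comparison.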

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

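The tests of CON replicate 1, of the respiratory chain and ribosomal genes and of the haemoglobin chains were all chosen after the results were seen.

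A single array lay far from the other 3 of its group for 27 of 304 gene groups (8.88%), 4 of 73 list groups (5.48%) and 0 of 12 groups of a principal component, where chance picks out about 1 in 20 groups. The arrays and their log2 signals are: CON replicate 1 for Adra1a (6.49), Casp9 (5.77), Per1 (11.87), Scn4a (14.51) and Zfp36 (8.31); CON replicate 4 for Ankrd1 (10.40), Chrna1 (9.30), Myh11 (7.92) and Ppargc1a (12.30); V12 replicate 1 for Ankrd2 (13.26), Ctsl (12.13), Mapk14 (14.51), Rpl38 (11.36), Samd4b (7.57) and Scn4a (12.28); V12 replicate 3 for Cebpd (13.83); V12 replicate 4 for Maff (9.45); S-V12 replicate 1 for Hbb-bs (6.44) and Thbs1 (14.62); S-V12 replicate 3 for Atp5f1e (14.00), Rpl30 (12.46) and Samd4b (7.73); S-V12 replicate 4 for Pcbp4 (9.86), Scn4a (13.01) and Srxn1 (11.02); and E-V12 replicate 2 for Gpr157 (8.02) and replicate 4 for Pecam1 (6.30). For list means they are S-V12 replicate 1 for the autophagy (11.87) and fast-fibre lists (18.90), S-V12 replicate 3 for the glucose list (15.59) and E-V12 replicate 4 for the proteasome list (12.29).

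The paper does not discuss Mt1 and Mt2A, whose log2 changes in V12/CON are 13.63 and 12.38 (the CON arrays of Mt1 lie below the highest background entry, and Mt2A has the highest signal on 3 of the V12 arrays, so both sizes are limited by the scale), nor the cytosolic ribosomal protein genes, whose mean log2 change in E-V12/S-V12 is 0.84.

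CON replicate 1 had a ribosomal score of -0.96 and a respiratory chain score of -0.07, against 0.07 to 0.36 and 0.43 to 0.70 on the other CON arrays. It also lay apart on the circadian (0.40 against -0.75 to -0.54), fibroblast (-0.97 against 0.34 to 0.71), adipocyte (-1.06 against -0.06 to 0.44) and macrophage lists (-1.05 against -0.50 to -0.25), among others. A ventilated rat under the wrong label is argued against, since the array shows 2.53% of the V12/CON response, against 2.69% to 10.0% on the other CON arrays. A lower labelling yield is argued against by its poly-A spikes, at 6.98 against 6.70 to 7.65. Other technical readings lay outside the other CON arrays: hybridization controls at 10.72 against 10.97 to 11.29, negative-control median at 5.36 against 4.98 to 5.12, and background median at 5.19 against 5.69 to 5.80. Its array weight was 0.47, against 0.84 to 0.95. A technical difference of that array was therefore not excluded. What sets the array apart stays open. The design names no condition that differs among the CON rats, and no biological explanation was tested.

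The respiratory chain and cytosolic ribosomal protein genes together were lower in S-V12/V12, by a mean log2 difference of -0.85 ± 0.19 (SE), and higher in E-V12/S-V12, by 0.72 ± 0.19. A trend with gene span or signal level is argued against as the whole cause, since -0.68 ± 0.13 and 0.62 ± 0.13 were left after it was fitted. The slope of the lists on the poly-A spikes within groups predicts 0.066 ± 0.14 and -0.13 ± 0.27. That argues against a labelling yield that acts as it does within groups. The spikes themselves lay apart between S-V12 (6.86 to 7.20) and E-V12 (5.83 to 6.26). A slope within groups cannot show a difference in processing between whole groups, which was therefore not excluded. An array-to-array factor that moves both lists together, with a slope of 0.54 ± 0.07, leaves -0.52 ± 0.07 of the respiratory chain difference in S-V12/V12. That argues against it as the whole cause of the respiratory chain fall there. The ribosomal score itself stood for the factor, so the ribosomal fall was not tested against it. In E-V12/S-V12 the factor leaves 0.15 ± 0.08 of the respiratory chain difference, so it may account for that rise and stays open. The operation, the supplemental oxygen given with it and the stimulation also stay open and were not tested apart from it.

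The 4 of 9 haemoglobin chains above background were higher in E-V12/S-V12, by a mean log2 difference of 1.75 ± 0.55 (SE). Over all 9 chains the median change was 0.74. Blood left in the tissue cannot be told apart from a change in the muscle. The 10 other red blood cell markers had a median change of 0.16 and a mean of 0.16 ± 0.05 (SE). Just 2 of the 10 lie above background, Bpgm and Fech, and they changed in opposite ways, by 0.40 and -0.47. The array-to-array factor of the ribosomal genes predicts 0.79 ± 0.51, a range too wide to decide, so it may account for part of the rise. Stimulation stays open and was not tested apart from them.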

How the results depend on the processing

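Tukey's biweight averages, and CON replicate 1 and V12 replicate 1 both left out, were chosen after seeing the data; the other alternatives were not.

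No gene or list called here was called in the opposite direction under any alternative. Across all alternatives, 870 of 964 counts stayed within 1.5 times the value reported, 4084 of 4266 results for single genes and 3851 of 3996 for gene lists kept their direction and side of the threshold (34 and 64 came to pass, 148 and 81 no longer passed), as did all 22 results for the components. The 158 biweight results for single genes keep the adjusted p of plain means, so their side was fixed in advance. Another 2528 leave out 1 array, often one outside the comparison, so these shares overstate the stability. The correlation of V12/CON with S-V12/V12 (-0.03) was 0.01 without CON replicate 1, and the median of the matrix list in S-V12/V12 (0.13) was -0.13 without V12 replicate 4. The cause was not tested. V12/CON and S-V12/V12 share the V12 arrays, which alone give a correlation of -0.50 in simulations of unchanged groups. With the V12 arrays split between them it was -0.01 to 0.12. Numbers of list members stayed within 1.5 times in 6548 of 7400 cases. Array median centring moved the array medians by -0.05 to 0.11.

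The counts that moved follow, with the value reported in brackets, higher before lower. A fold of 1.5, a looser threshold by construction, gave 2229 and 2421 in V12/CON (804, 1039), 2310 and 2142 in S-V12/V12 (897, 556), 1020 and 1326 in E-V12/S-V12 (205, 234), 1662 and 1617 in E-V12/V12 (543, 373), 2926 and 3223 in S-V12/CON (1584, 1394) and 2778 and 3173 in E-V12/CON (1333, 1453). It gave 271 clusters up in V12/CON and down in E-V12/S-V12 (35), 116 of them not called in S-V12/V12 (18), 67 and 32 down then up (6, 6), 368 down in both (53) and 155 up in both (7). An adjusted p with a fold of 2, a stricter threshold by construction, gave 22 up then down, 3 and 3 down then up, 32 down in both and 2 up in both. With the methods' t-test the last counts were 3 and 3 down then up and 4 up in both; the cause was not tested. With its adjusted p the test and the threshold both differ, and the cause was not tested; the counts were 461 and 578 in V12/CON, 115 and 73 in E-V12/S-V12 and 274 and 157 in E-V12/V12, with 8 and 5 up then down, 0 and 0 down then up, 2 down in both and 0 up in both. For single genes, where the test alone differs, it gave 682 and 800 in V12/CON (1780, 2011) and 503 and 379 in E-V12/V12 (1101, 883); the cause was not tested. One cluster per symbol, which drops clusters without a symbol, gave 336 lower in S-V12/V12, 80 higher in E-V12/S-V12, 4 up in both, and 984 lower single genes in S-V12/V12 (1544) and 158 higher in E-V12/S-V12 (277).

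Single genes in E-V12/S-V12 (277, 351) were 670 and 871 with array weights and 567 and 749 with limma on the 2 groups compared, and 550 and 719 with CON replicate 1 and V12 replicate 1 both left out; the cause was not tested. That last alternative also gave 10 down then up, 4 up in both and 6 lower lists in V12/CON (2). Lists passing with an estimated correlation, in place of the preset value, were 0 lower in V12/CON (2), 2 higher and 0 lower in S-V12/V12 (12, 6), 0 and 0 in E-V12/S-V12 (6, 12) and 2 and 0 in E-V12/V12 (6, 4). With fry, which tests each list by itself, they were 12 and 4 in V12/CON (7, 2), 3 and 2 in E-V12/S-V12 and 0 lower in E-V12/V12. Among clusters past the thresholds in E-V12/S-V12, 46.7% were higher, 56.3% with quantile normalization and 39.8% with median centring, so which direction holds more depends on the scaling. In S-V12/V12 these shares were 61.7%, 53.1% and 69.6%.

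Leaving out 1 array moved few counts by more than 1.5 times. Higher single genes in E-V12/S-V12 ranged from 45 to 526: 526 without CON replicate 1, 126, 88, 181 and 82 without S-V12 replicates 1 to 4, and 129, 135 and 45 without E-V12 replicates 1 to 3. Lower ones ranged from 29 to 656: 656 without CON replicate 1, 128, 78, 140 and 113 without S-V12 replicates 1 to 4, and 198, 29 and 118 without E-V12 replicates 2 to 4. Lower single genes in E-V12/V12 ranged from 553 (without V12 replicate 1) to 1076, and lower lists in V12/CON from 2 to 6 (without CON replicate 1). Clusters down then up ranged from 5 to 13 (without CON replicate 1), down in both from 30 (without E-V12 replicate 3) to 68, and up in both from 3 to 18 (3 without CON replicate 1, 18 without CON replicate 2, 14 without CON replicate 3 or V12 replicate 1, 4 without S-V12 replicate 4 or E-V12 replicate 3). Up then down ranged from 29 to 48, and 13 to 25 for those not called in S-V12/V12. Pillai's trace ranged from 2.41 to 2.75.

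The replicate numbers do not pair the samples: residuals of arrays with the same number correlate at 0.0017 and those with different numbers at -0.0005. Over the 6 pairs of groups, an array correlates best with its own number in 9 of 24 cases, 4 of 4 for CON and V12, where the same numbers correlate at 0.0245 to 0.111. With a replicate block, 0 of 34 counts moved by more than 1.5 times, and E-V12/S-V12 had 205 higher and 233 lower clusters. The results that came to pass with it were Cntfr (adjusted p = 0.0409 against 0.100) and Tceal7 (0.0355 against 0.0808) in E-V12/S-V12 and the smooth muscle list in V12/CON (0.0495 against 0.0534), and 0 no longer passed.

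Signal over background limits what can be said of dim genes: on each array 33.0% to 40.9% of clusters lie above the highest background entry, and changes of the others are read from signals that background also reaches.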

Differences from the paper's values

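For Ppargc1a in V12/CON, the fold lower is 20.7 here and the paper's value is 37.13. Of the 24 alternatives set before the data were examined, 3 come within the margin: array weights (22.1), without CON replicate 4 (24.2) and without V12 replicate 1 (32.5). The other 21 do not (16.2 to 21.5), but many of these could not move the fold. A fold of plain means stays at 20.7 where only the test changes or an S-V12 or E-V12 array is left out. With averages by Tukey's biweight, an alternative chosen after seeing the values that drops 0 of the 96 Table 1 entries with a cluster, the fold is 37.1. With CON replicate 1 and V12 replicate 1 both left out, also chosen after seeing the values, it is 30.9. The paper names Tukey's biweight average in its account of the sample size.

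Over the text and Table 1, 115 values were compared, 103 of them folds. The Ppargc1a fold in V12/CON is the 1 that differs beyond the replicate spread. Both sets of values come from the same arrays, so that spread is a loose allowance. Other folds of plain means lie within it but well apart from the paper's. Egr1 in V12/CON is 5.70-fold higher here against 8.85. In S-V12/V12, Nr4a1 is 2.58-fold higher against 4.81 and Ankrd1 8.13-fold higher against 4.65. Ppargc1a in S-V12/V12 is 1.68-fold lower against 1.1. With Tukey's biweight averages, 101 of the 103 folds lie within 1% of the paper's, and the counts at the paper's thresholds are the paper's 845 and 1076 for V12/CON, 925 and 631 for S-V12/V12 and 236 and 255 for E-V12/S-V12. With plain means, 88 of the 96 Table 1 entries pass the thresholds; Atp5pd, Atp5pf, Uqcrh, Uqcr10, Cpt1a, Xbp1 and both entries of Ppara do not, and all 8 pass with the biweight averages. The overlaps with the biweight averages are 42 and 21 for up then down, before and after removal of the clusters called in S-V12/V12, and 9 and 7 for down then up, beside the paper's 41, 18, 8 and 6.

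The paper places Pnpla7 and Cntfr with the genes raised by ventilation, left alone by the operation and lowered by stimulation. Pnpla7 rose by a log2 of 3.12 in V12/CON, but its fold lower in E-V12/S-V12 is 1.68 with plain means and 1.68 with biweight averages, below the threshold. Cntfr was left out here because its fold lower in S-V12/V12 is 2.13; with biweight averages, chosen after seeing the values, that fold is 1.77 and Cntfr stays in. The paper ranks Pnpla7 first in its response to ventilation; Arrdc2, with a log2 change of 3.58, lies above it among the 14 named counteracted genes. The paper places Tmem259 with the same genes and Ndufa2 with those lowered by ventilation and raised by stimulation. Their folds in V12/CON are 1.82 and 1.58, below the threshold, and 2.01 and 2.16 with the biweight averages chosen after seeing the values. Pnpla2, Samd4b and Pcbp4, named beside Tmem259, are among the 18. The paper counts Fbxo3 with the raised atrophy genes in its Discussion; it fell by 1.32 on the log2 scale, while Fbxo32, which its Results name, rose by 1.88. Table 1a names Csrp3 among its lower genes in V12/CON, without a fold; it rose there by 2.65 on the log2 scale, and by 3.07 with the biweight averages. The paper's test of the components has 3 and 36 degrees of freedom, and the same test has 9 and 36 here. The paper gives the shared genes of the first overlap as 41 in 1 sentence and as 42 in another; 42 is the number with biweight averages.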

Other observations

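The gene lists were set before the data were examined but with the paper's results known. The splits of the arrays and the tests of the shared S-V12 arrays and of the direction of stimulation were chosen after the results were seen.

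Several lists outside the claims passed camera in E-V12/S-V12. The PGC-1 (adjusted p = 0.00470), fatty acid oxidation (0.00192), glucose (0.00404), myogenic (0.00404), denervation (7.27e-04), immediate early (0.00131), autophagy (0.0168), circadian (0.0168), glucocorticoid (0.00498, and 0.0907 without E-V12 replicate 1) and endothelial lists (0.00373) lay lower, and the proteasome (3.22e-04) and mitochondrial ribosomal lists (0.00404) higher. None passed with an estimated correlation (0.264 to 0.524), and with fry the glucose and proteasome lists alone did (the others 0.0512 to 0.221). In S-V12/V12 the insulin (5.97e-05), heat shock (0.00689), denervation (0.00962), glucocorticoid (0.00962), atrophy (0.0136) and autophagy lists lay higher, the last at 0.0459 and 0.0721 without S-V12 replicate 1, 0.0607 without V12 replicate 2, 0.155 without V12 replicate 3, 0.0991 with 1 cluster per symbol, 0.101 with the lowest 25% of mean signal left out and 0.175 with quantile normalization. The fast-fibre list (0.0231) lay lower, and again none passed with an estimated correlation (0.0687 to 0.518). In V12/CON the NRF2 list lay higher (0.00396, 0.334 with an estimated correlation; its median log2 change of 0.10 was -0.01 without V12 replicate 1 and -0.02 without V12 replicate 4), as did the cytosolic ribosomal list (9.58e-05), which was 0.325 without CON replicate 1, 0.223 with fry and 0.781 with an estimated correlation.

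In V12/CON the hypoxia (adjusted p = 0.888), adipocyte (0.484), fibroblast (0.560), mesothelial (0.128), Schwann cell (0.560), liver (0.560), neutrophil (0.558) and fatty acid oxidation lists (0.997) did not pass camera, nor did the circadian list (0.0920), which passed with array weights (0.0306), with fry (0.00598) and without CON replicate 1 (9.23e-04). The fatty acid oxidation list had a median log2 change of -0.12 and a mean of 0.13, which differ in sign.

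The log2 changes in S-V12/V12 and E-V12/S-V12 correlate at -0.53 across clusters, where the shared S-V12 arrays alone give -0.50 in simulations. With the S-V12 arrays split between the comparisons the correlation was -0.37 to -0.31. The covariance was -0.106, beyond the -0.0332 to -0.0306 of the simulations. The simulated clusters varied independently, so that range is too narrow where genes vary together and does not decide on the shared arrays alone. The log2 changes in V12/CON and E-V12/S-V12, which share no arrays, correlate at 0.09 (simulated -0.017 to 0.020), but at 0.017 without CON replicate 1, inside the simulated range. This range too comes from clusters that varied independently. That stimulation turns back the V12/CON response, rather than changing clusters either way, was tested on the clusters called in both: 41 of 101 moved in opposite ways (two-sided Fisher's exact test, p = 0.377), and this excess was not detected.

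Over the 35 splits of 8 arrays into 4 and 4, the smallest share possible is 0.0286, and the patterns were not corrected for their number, so no count excludes chance by itself. The real split alone gave as many clusters past the thresholds: 1843 in V12/CON (highest other split 717), 1453 in S-V12/V12 (294), 439 in E-V12/S-V12 (115), 916 in E-V12/V12 (282), 2978 in S-V12/CON (1022) and 2786 in E-V12/CON (961). The same holds at the adjusted p, with 3791 in V12/CON (16), 3410 in S-V12/V12 (0), 628 in E-V12/S-V12 (2) and 1984 in E-V12/V12 (1). It also holds for the 35 clusters up then down (27) and the 53 down in both (14), and by a margin of 1 list alone for the 18 lists passing in S-V12/V12 (17). More than the real split was as large, so chance may account for the number, for the 6 clusters down then up (7 splits as large, highest other 14), the 7 up in both (10 splits, 27), the 9 lists passing in V12/CON (19 splits, 15), the 18 in E-V12/S-V12 (2 splits, 18) and the 10 in E-V12/V12 (14 splits, 16). For the overlaps, the other splits took the larger of both directions and the real split its own. The highest other counts of 27 and 14 therefore each serve 2 overlaps, and the number of splits as large is an upper bound.

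Negative-control probes averaged 5.55 ± 0.05 (SD) in V12, and 5.14 ± 0.16 in CON, 5.21 ± 0.06 in S-V12 and 5.13 ± 0.04 in E-V12. Poly-A spikes averaged 7.09 ± 0.40 in CON and 6.48 ± 0.37 in V12.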
